# Genome-scale analysis and comparison of gene expression profiles in developing and germinated pollen in *Oryza sativa*

**DOI:** 10.1186/1471-2164-11-338

**Published:** 2010-05-28

**Authors:** Li Q Wei, Wen Y Xu, Zhu Y Deng, Zhen Su, Yongbiao Xue, Tai Wang

## Abstract

**Background:**

Pollen development from the microspore involves a series of coordinated cellular events, and the resulting mature pollen has a specialized function to quickly germinate, produce a polar-growth pollen tube derived from the vegetative cell, and deliver two sperm cells into the embryo sac for double fertilization. The gene expression profiles of developing and germinated pollen have been characterised by use of the eudicot model plant *Arabidopsis*. Rice, one of the most important cereal crops, has been used as an excellent monocot model. A comprehensive analysis of transcriptome profiles of developing and germinated pollen in rice is important to understand the conserved and diverse mechanism underlying pollen development and germination in eudicots and monocots.

**Results:**

We used Affymetrix GeneChip^® ^Rice Genome Array to comprehensively analyzed the dynamic changes in the transcriptomes of rice pollen at five sequential developmental stages from microspores to germinated pollen. Among the 51,279 transcripts on the array, we found 25,062 pollen-preferential transcripts, among which 2,203 were development stage-enriched. The diversity of transcripts decreased greatly from microspores to mature and germinated pollen, whereas the number of stage-enriched transcripts displayed a "U-type" change, with the lowest at the bicellular pollen stage; and a transition of overrepresented stage-enriched transcript groups associated with different functional categories, which indicates a shift in gene expression program at the bicellular pollen stage. About 54% of the now-annotated rice F-box protein genes were expressed preferentially in pollen. The transcriptome profile of germinated pollen was significantly and positively correlated with that of mature pollen. Analysis of expression profiles and coexpressed features of the pollen-preferential transcripts related to cell cycle, transcription, the ubiquitin/26S proteasome system, phytohormone signalling, the kinase system and defense/stress response revealed five expression patterns, which are compatible with changes in major cellular events during pollen development and germination. A comparison of pollen transcriptomes between rice and *Arabidopsis *revealed that 56.6% of the rice pollen preferential genes had homologs in *Arabidopsis *genome, but 63.4% of these homologs were expressed, with a small proportion being expressed preferentially, in *Arabidopsis *pollen. Rice and *Arabidopsis *pollen had non-conservative transcription factors each.

**Conclusions:**

Our results demonstrated that rice pollen expressed a set of reduced but specific transcripts in comparison with vegetative tissues, and the number of stage-enriched transcripts displayed a "U-type" change during pollen development, with the lowest at the bicellular pollen stage. These features are conserved in rice and *Arabidopsis*. The shift in gene expression program at the bicellular pollen stage may be important to the transition from earlier cell division to later pollen maturity. Pollen at maturity pre-synthesized transcripts needed for germination and early pollen tube growth. The transcription regulation associated with pollen development would have divergence between the two species. Our results also provide novel insights into the molecular program and key components of the regulatory network regulating pollen development and germination.

## Background

The formation of highly specialized haploid male gametophytes (pollen) from microspores involves a series of cellular events. The microspore released from tetrads quickly increases in size and then undergoes asymmetric mitosis (pollen mitosis I [PMI]) to generate a large vegetative cell and a small generative cell. Thereafter, the generative cell undergoes second mitosis (PMII), giving rise to two sperm cells, and the vegetative cell exits the cell cycle[1]. As a result, the pollen is specialized in function, and during pollination, it can quickly germinate, produce a vegetative cell-derived polarly growing pollen tube, and deliver the two sperm cells into the embryo sac to initiate double fertilization. In addition to its intrinsic function for sexual reproduction, pollen represents an excellent model system for uncovering the molecular mechanisms of fundamental cellular processes such as cell division, differentiation, fate determination, polar establishment, cell-to-cell recognition and communication [1,2].

Molecular genetic and biochemical studies have identified several genes involved in the regulation of pollen development, specifically those in germ division and sperm specification mainly in *Arabidopsis *[1,3-5]. For example, *TIO *and *kinesin-12A/kinesin-12B *are required for PMI, and *DUO1, DUO3, CDKA;1 *and *FBL 17 *for PMII [1,6]. A recent study showed that *DUO1*, a germline-specific R2R3 Myb gene, is a key regulator integrating cell cycle progression and sperm specification [7]. However, compared with knowledge of the complicated and ordered cellular events leading to pollen maturation, which are accompanied by serial changes in gene expression profiles [1,4,5,8], our knowledge about the mechanism underlying pollen development is still limited.

Several studies have analyzed transcriptome features of mature pollen from *Arabidopsis *by 8 K Affymetrix AG microarrays (representing about 30% genes of the genome) [9,10] or GeneChip ATH1 arrays (representing about 80% genes of the genome)[11]. These studies revealed that mature pollen has a smaller and more unique transcriptome with a high proportion of selectively expressed genes than do vegetative tissues. These genes expressed selectively in pollen are functionally skewed towards cell wall metabolism, signalling and cytoskeleton dynamics [9-11], which suggests that the transcriptional characteristics involve pollen function specialization. Lee and Lee [12] compared gene expression profiles of *Arabidopsis *pollen under normal and cold-stress conditions using serial analysis of gene expression technology and found that most of the genes expressed in pollen were not affected by cold stress. Haerizadeh et al. [13] identified transcripts expressed selectively in mature pollen of soybean (*Glycine max*) and revealed that the transcriptome had a high proportion of transcripts involved in signalling, transcription, heat shock response, transporting and the ubiquitin/proteasome pathway. Importantly, Honys and Twell [14] systematically analyzed dynamic transcriptome profiles of pollen development from microspore to mature stages in *Arabidopsis *using GeneChip ATH1 arrays and revealed a decrease in proportion of transcript species and an increase in the proportion of pollen-specific transcripts during the development process. By using the same *Arabidopsis *ATH1 array, Borges et al [15] revealed most of these sperm cell-expressed genes were also expressed in mature pollen and 11% of them were enriched expression in the sperm cell. These sperm cell-enriched transcripts were preferentially involved in DNA repair, ubiquitin-mediated proteolysis and cell cycle progression. Additionally, a comparison of the pollen transcriptome of mutants deficient in different MIKC* protein complexes and wild type plants in *Arabidopsis *showed the absence of the protein complexes affected the expression of more than 1300 genes during pollen maturation [16]. These studies gave a comprehensive picture of temporal dynamics of gene expression profiles in pollen development.

Pollen germination and polar tube growth need a coordinated action of multiple cellular and biochemical events; and the tip-focused intracellular Ca^2+ ^gradient and tip plasma membrane-localized Rop1 GTPase have been well documented as being important factors for regulation of polar establishment and growth of pollen tubes [17]. In contrast to the increased molecular information about development and maturity of pollen, that about genome-wide events underlying pollen germination and tube growth, which are essential for understanding the molecular mechanisms of polar tube growth and invasion into pistils, is limited. Inhibition experiments with numerous plant species including *Arabidopsis*, demonstrate that pollen germination and polar tube growth strictly depend on protein synthesis and are relatively independent of transcription [14,18-20]. In *Arabidopsis*, relative to mature pollen, hydrated pollen and pollen tubes have a large number of newly transcribed genes [21]. Thus, *de novo *synthesis of transcripts in germinating pollen may be not crucial to germination and early tube growth, although the issue needs to be addressed by sequential comparison of transcriptomes from developing and germinated pollen.

Rice, one of the most important cereal crops, is the staple food for half of the world's population and has been used as an excellent model after *Arabidopsis*, because of its relatively smaller genome and the completion of the genome sequence. Rice pollen has several features different from *Arabidopsis *pollen. Rice pollen is representative of wind-pollinated tricellular pollen and has a thinner wall (0.8~1.2 μm) and fewer lipids in the coat layer than do other plants in Gramineae [22,23]. In addition, rice pollen appears to have less longevity under *in vitro *conditions than does dicot pollen [23] and loses germination activity in a short period of time [23-25]. Russell et al. [26] identified putative pollen allergens and gene organization of these allergens in rice on a genome-wide scale. To help understand the molecular regulation of pollen development and germination, we analyzed transcriptome features of rice pollen during five sequential developmental stages, from microspores to germinated pollen, using the Affymetrix GeneChip^® ^Rice Genome Array. These results shed light on the overall characteristics of expression profiles associated with pollen development and germination and on the molecular program and key components of the regulatory network regulating the processes.

## Results

### Isolation and characterization of developing and *in vitro*-germinated pollen

To analyze changes in expression profiles during pollen development and germination, we isolated and purified uninucleate microspores (UNMs), bicellular pollen (BCP) and immature tricellular pollen (TCP) (see Materials and Methods) with purity of about 95%, 80% and 92%, respectively (Figure 1A~F, and 1J). Mature pollen grains (MPGs) were collected from blossoming flowers, and all were tricellular (Figure 1G~H). On fluorescin 3', 6'-diacetate staining, more than 90% of the isolated UNMs, BCP, TCP and MPGs were viable (data not shown). The condition used for pollen germination resulted in germinated pollen grains (GPGs) of 80% (Figure 1I and 1J).

**Figure 1:**
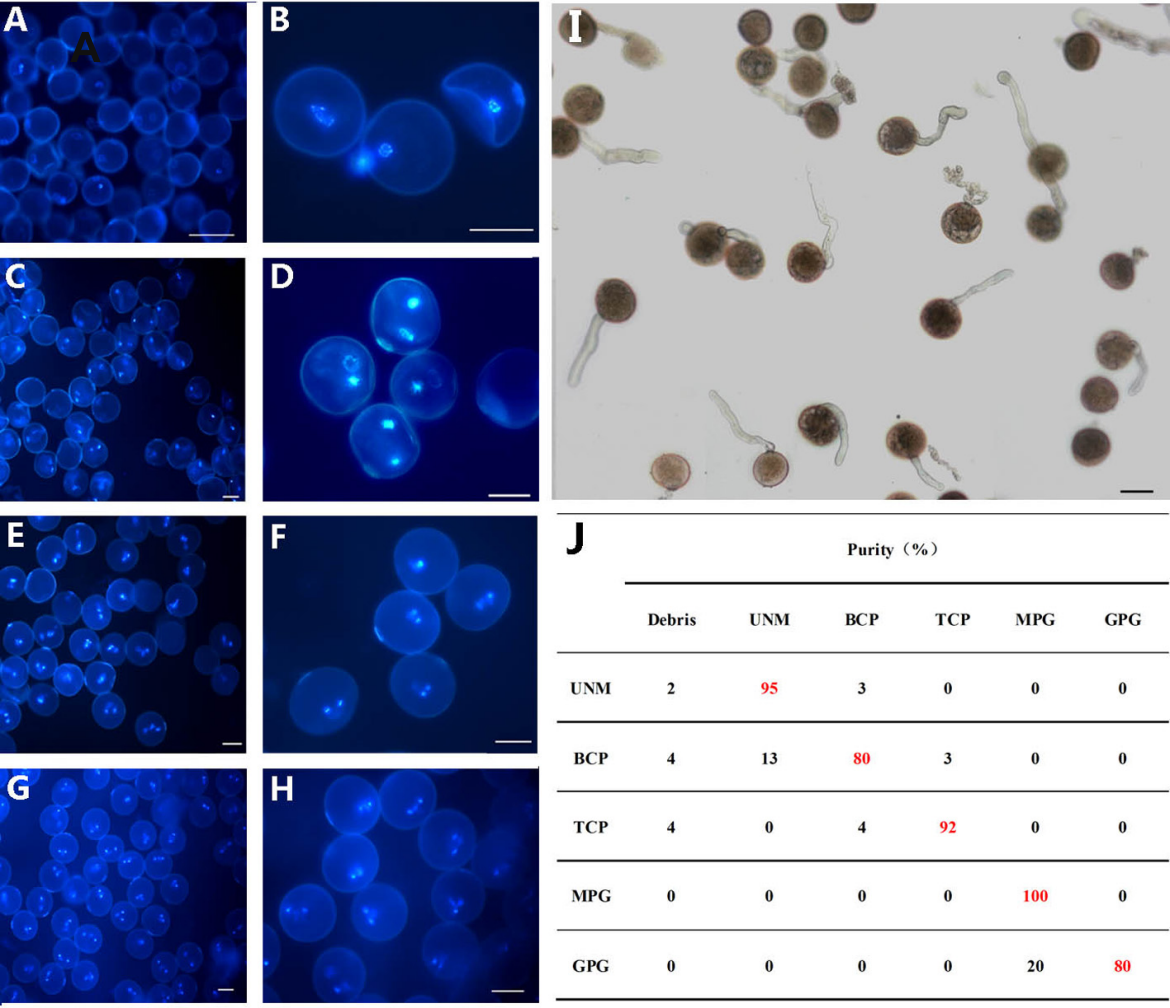
**Characterization of the isolated and purified pollen at respective stage**. **(A-H) **DAPI staining of the purified pollen: **(A, B) **Uninucleate microspores (UNMs). **(C, D) **Bicellular pollen (BCP). **(E, F) **Tricellular pollen (TCP). **(G, H) **Mature pollen grains (MPGs). **(I) **Germinated pollen grains (GPGs). **(J) **The purity of the purified pollen was determined by DAPI staining and microscopy, and percentage of GPGs. Bars = 100 μm in A to I.

### Transcriptome characteristics in developing and germinated pollen

We analyzed genome-wide gene expression profiles of all five samples -- UNMs, BCP, TCP, MPGs and GPGs -- along with sporophytic tissue callus cells, roots and leaves as controls, using the Affymetrix GeneChip^® ^Rice Genome Array. 

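The 24 arrays examined here hold 3 each of UNMs, BCP, TCP, MPGs, GPGs, callus, leaf and root, with a deposited signal intensity for each of 57258 probe sets. Leaf needs a caution, because the paper's methods give leaves of 2-week seedlings and the sample labels give flag leaves of plants at grain filling. Every array had the same 2% trimmed mean, 500. The geometric mean of the 9 bacterial and phage hybridisation control probe sets was 20734 ± 4928 (mean ± SD, n = 6 arrays) on the MPG and GPG arrays and 3533 ± 1386 (n = 18) on the others. On those same 6 arrays the median signal of all probe sets was 165.1 against 68.6, and the ratio of the 3' to the 5' GAPDH probe set was 10.1 ± 5.82 against 3.74 ± 1.73, with overlapping ranges and a 3' signal of 1012 ± 294 against 13885 ± 2142. That of cyclophilin was 13.5 ± 9.67 against 3.575 ± 4.44, also with overlapping ranges, of actin 3.196 against 3.086 and of ubiquitin 0.735 against 0.625. Neighbouring stages, and pollen against the sporophytic tissues, were compared with limma on log2(signal + 50) over 47589 probe sets, and below a transcript rose or fell where the adjusted p was under 0.05 and the change at least 2-fold. The median log2 change of all tested probe sets from TCP to MPGs was 0.55 in these values and −0.50 with every array scaled to its hybridisation controls, and from sporophytic tissues to pollen it was 0.39 and −0.81.

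**Figure D1:**
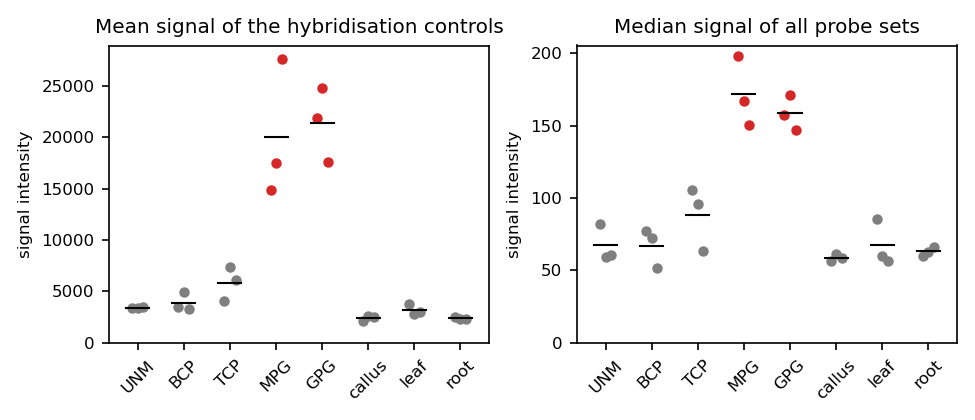
Geometric mean signal of the 9 hybridisation control probe sets (left) and median signal of all probe sets (right) on each array. Each point is 1 array, lines are the means of 3 arrays, and MPG and GPG arrays are red.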

Three independent biological replicates were performed for each sample. The correlation coefficient value for each experiment was larger than 0.93. 

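Replicate arrays of MPGs had r from 0.991 to 0.993 between their signals, UNMs 0.980 to 0.994, BCP 0.980 to 0.989, TCP 0.977 to 0.987 and GPGs 0.988 to 0.993. Leaf replicates had r from 0.965 to 0.986 and callus from 0.983 to 0.995. Root spanned 0.928 to 0.997, with 2 of its 3 pairs under 0.93. After log2 transformation the order changed: callus had the highest values (0.984 to 0.986), while GPGs (0.826 to 0.881) and MPGs (0.846 to 0.867) had the lowest. These r run over probe sets, which are not independent replicates.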

Real-time quantitative RT-PCR (qRT-PCR) analysis was used to confirm the array data. In total, 54 pollen-preferential/stage-enriched transcripts were analyzed (Additional file 1). The signal intensity values of these examined transcripts ranged from 189,609 to 1.1, and the ratio was from 22,992.57 to 4.71 (Additional file 1). The profiles produced by qRT-PCR and GeneChip^® ^Rice Genome Array showed a significant positive correlation for 45 of the 54 genes (r > 0.707, P < 0.05) (Figure 2), which demonstrated that about 83% of the microarray expression data could be confirmed by qRT-PCR.

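CPK2, a calcium-dependent protein kinase, had its highest mean signal in GPGs by array (189609) and by qRT-PCR, with r = 0.893 over the 8 tissues (exact permutation p = 0.000446, Benjamini-Hochberg p = 0.00402). The expansin EXP32 (r = 0.817), the aquaporin TIP4;1 (0.972) and the anther-specific proline-rich protein LOC_Os10g05088 (0.995, exact permutation p = 0.000273, Benjamini-Hochberg p = 0.00295) also peaked in the same tissue by both methods. The cytokinin-activating enzyme gene LOGL6 (r = 0.562) was highest in GPGs by array and in leaf by qRT-PCR, and PHAN had r = −0.0171. Over the 54 genes 45 had r above 0.707 and 40 above 0.834. The permutation p was under 0.05 for 34 and the Benjamini-Hochberg p for 27. A single very high tissue can carry much of r in such profiles, which was not tested. The median r was 0.953 but the median rank correlation 0.548, with an exact permutation p under 0.05 for 14 genes. The highest tissue was the same by both methods for 44 of the 54.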

**Figure 2:**
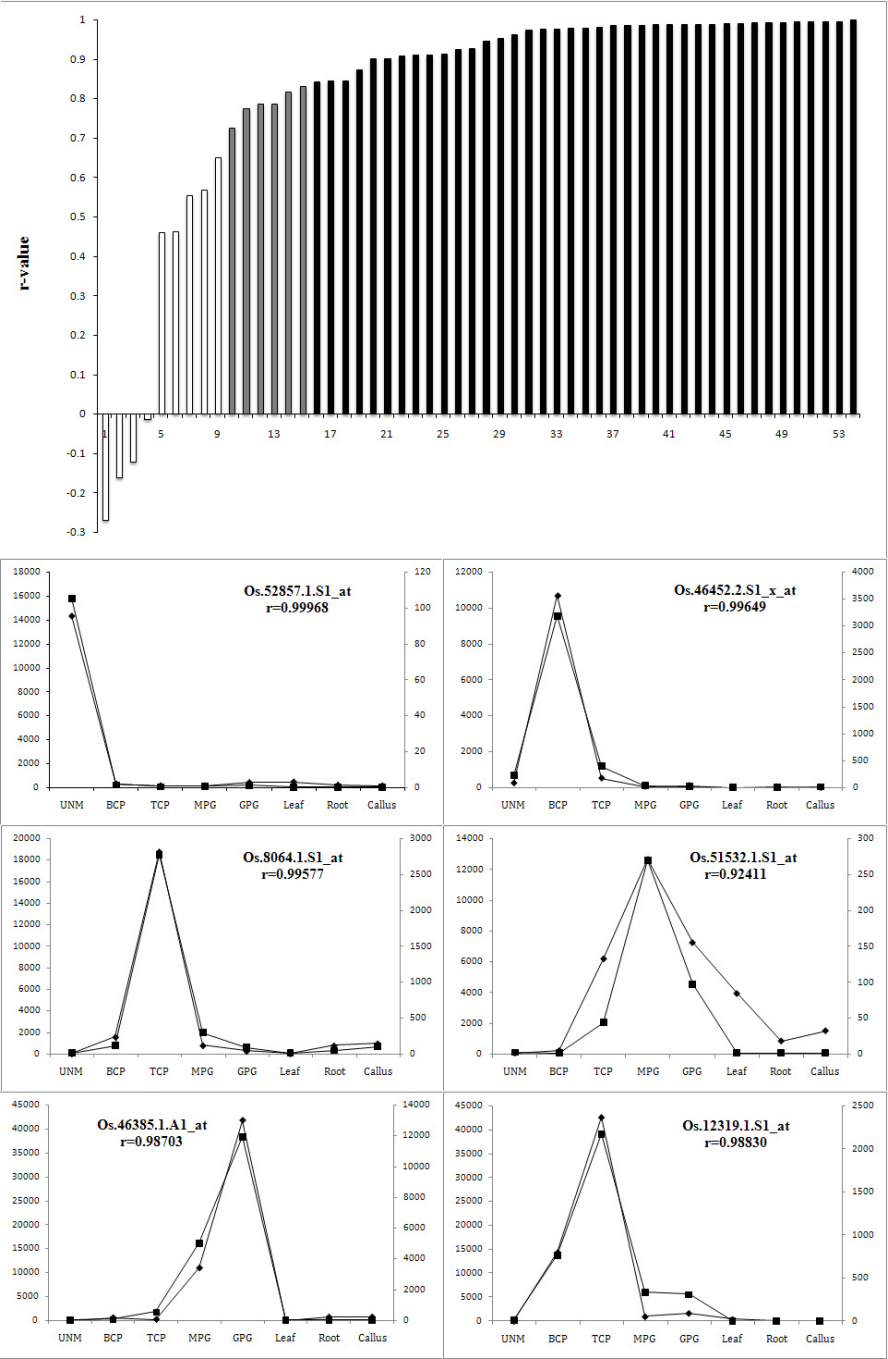
**Confirmation of expression profiles of 54 transcripts by quantitative RT-PCR (qRT-PCR)**. The column shows the correlation between two types of expression profiles of the 54 transcripts from GeneChip^® ^and qRT-PCR data. Among the 54 transcripts, the correlation coefficients (r-value) between the two type of expression profiles were more than 0.707 (P < 0.05) for 45 transcripts (grey and black columns), and for 40/45 transcripts, the r-values were more than 0.834 (P < 0.01, black columns) (the numbers in the X-axis represented the serial number (SN) of the corresponding transcripts in Additional file 1, and the detailed data in Additional file 1). Six examples of the two profile types are shown below the column, and the y-axis is the expression level from GeneChip^® ^(left) and qRT-PCR (right) (, expression profiles detected by GeneChip; , expression profiles by qRT-PCR).

The GeneChip^® ^Rice Genome Array contains probes to query 51,279 transcripts http://www.affymetrix.com. Analyses involving the microarray suite (MAS) 5.0 detection algorithm revealed 14,590 genes expressed in UNMs, 12,967 in BCP, 12,514 in TCP, 5939 in MPGs and 5945 in GPGs, in comparison with 16,000 in callus cells, 17,383 in roots and 17,424 in leaves (Additional file 2). To be cautious, we re-analyzed the raw data using DNA-Chip Analyzer (dChip) and obtained the same results. Thus, the developing and germinated pollen have a smaller transcriptome than do sporophytic tissues. These data also show greatly decreased transcript diversity from UNMs to MPGs, similar to the observation in *Arabidopsis *pollen [14]; whereas the transcript diversity of GPGs was similar to that of MPGs.

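Detection calls were not used here, so diversity was measured from the signals. At 200 or more in all 3 arrays there were 16230 probe sets in UNMs, 15439 in BCP, 14215 in TCP, 16001 in MPGs and 15219 in GPGs, against 18467 in callus, 17690 in root and 16986 in leaf. With arrays scaled to their hybridisation controls the same counts were 18901, 16696, 13262, 5876 and 5973 for the pollen stages, and 22675, 22287 and 19806 for the sporophytic tissues. The share of all signal in the 100 brightest probe sets does not depend on such scaling, and it was 6.66 ± 1.04% in UNMs (mean ± SD, n = 3), 7.35 ± 1.16% in BCP, 11.2 ± 1.64% in TCP, 19.6 ± 1.03% in MPGs and 19.2 ± 1.34% in GPGs. The effective number of transcripts, from the evenness of the signals, went from 9926 ± 407 in UNMs to 6491 ± 323 in TCP, 3298 ± 181 in MPGs and 3295 ± 213 in GPGs, against 12166 ± 821 in root.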

Furthermore, we analysed the correlation among the transcriptome profiles of pollen at different stages (Additional file 3). Because callus cells have active cell division activity and are a mass of undifferentiated cells, the transcriptome profile of the callus cells was used as a reference. With advanced pollen development, the similarities between the pollen and callus cell transcriptome profiles decreased greatly, from the highest for UNMs (r = 0.72) to the lowest for MPGs (r = 0.11). Accordingly, the expression profile for UNMs was more similar to that for BCP (r = 0.82) than to that for other stages, with the lowest similarity to the transcriptome profiles for MPGs and GPGs (r = 0.13). 

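The mean signals of callus had r = 0.712 with those of UNMs, 0.583 with BCP and 0.103 with GPGs, over probe sets that are not independent replicates. PCNA, the sliding clamp of DNA replication, shows the same course in 1 gene: 7210.4 ± 1269.7 in callus (mean ± SD, n = 3), 7772 ± 480.3 in UNMs, 1751 ± 163 in BCP and 118 ± 91.8 in MPGs. The membrane trafficking gene SCAMP6 had 8953 ± 103 in callus, 1368 ± 266 in BCP and 938 ± 67.2 in GPGs.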

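UNMs had r = 0.818 with BCP and 0.384 with TCP. Between these neighbours 2910 probe sets rose and 3899 fell in BCP (limma), or 2738 and 5946 with hybridisation control scaling and 3468 and 798 with scaling to 5 ribosomal protein probe sets. The largest falls among named genes were in a proline-rich protein gene, LOC_Os10g05790 (log2 fold change −6.66, SE 0.26, limma adjusted p = 4.3e-13; 137 ± 54.3 in BCP and 18317 ± 376 in UNMs, mean ± SD, n = 3 each), and in the strictosidine synthase gene LOC_Os08g34330 (−6.46, SE 0.33; 44.7 ± 35.7 against 8009.8 ± 1246). Rises included the pectinesterase inhibitor gene LOC_Os01g14940 (6.99, SE 0.26; 9677 ± 804 against 27.0 ± 12.1) and the beta-expansin EXPB10 (6.14, SE 0.30; 30667 ± 5099 against 407 ± 187). The MADS-box gene LOC_Os06g11970, similar to AGL66, rose by 3.33 (SE 0.28, limma adjusted p = 1.0e-08; 9361 ± 588 against 886 ± 88.9), and LOC_Os10g26470 by 5.22 (SE 0.19). Among 34 potassium transporter and channel probe sets 9 rose and 1 fell (limma camera adjusted p = 0.017, adjusted p = 0.15 with an estimated correlation), and HAK3 rose by 3.74 (SE 0.38, 5142 ± 234 against 339.9 ± 21.5). In the same step the small heat shock gene HSP18.1 (−4.02, SE 0.53, limma adjusted p = 7.3e-06) and the HSC70 gene LOC_Os11g08460 (−2.76, SE 0.26) fell. Of 42 heat shock and chaperone probe sets 16 fell (17 when adjusted over the list alone, limma camera adjusted p = 4.1e-05, and 0.043 with an estimated correlation, 6 fell with ribosomal protein scaling), and 6 of these 42 come from the paper's own tables, so they are not independent evidence.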

A similar result was also observed in *Arabidopsis *[14]. The findings suggested that UNMs appeared to use an expression program similar to that of callus cells for cell proliferation, and thereafter, the program in developing pollen was specified for pollen functional specialization. 

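The paper proposes that a proliferation programme like that of callus gives way to one for pollen function. From TCP to MPGs the jasmonate repressor genes JAZ13 (log2 fold change 4.82, SE 0.48, limma adjusted p = 6.5e-08; 8390 ± 1711 in MPGs and 246.7 ± 29.5 in TCP, mean ± SD, n = 3 each), JAZ11 (4.63, SE 0.52) and JAZ10 (4.46, SE 0.51; 24196 ± 1065 against 1063 ± 186) rose. PPE, a gene for the epimerase of ribulose 5-phosphate, rose by 5.42 (SE 0.28, 12074 ± 1579.5 against 248 ± 114) and the zinc finger gene SAP17 by 5.40 (SE 0.29). HAK3, the potassium transporter, fell by 5.71 (SE 0.38, limma adjusted p = 3.2e-10; 74.1 ± 78.6 against 5702 ± 277), the subtilisin gene LOC_Os08g23740 by −6.13 (SE 0.33) and the mitochondrial channel gene VDAC1 by −5.15 (SE 0.40). The whole step held 12852 rises and 5641 falls by limma. That split moves with the scaling: 629 and 13261 with hybridisation controls, 198 and 10856 with poly-A controls, 2872 and 9738 at the same median, 6158 and 7524 after quantile normalization, and 19283 and 4042 with ribosomal protein signals.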

Interestingly, in line with the observation of MPGs and GPGs having almost the same number of diverse transcripts, the gene expression profiles of MPGs and GPGs were significantly and positively correlated (r = 0.99), which suggests that MPGs have stored a set of transcripts that will be used for germination and early tube growth. Combined with results of several previous studies of inhibiting transcription and translation which have showed pollen germination and early tube growth strictly depend on protein synthesis but not transcription [14,18-20], our results confirmed transcript storage through pollen germination in rice.

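MPGs and GPGs had r = 0.987 between their mean signals. Without the 100 brightest probe sets r was 0.980. On log2 signals r was 0.925, and by rank it was 0.802, lower than the 0.859 by rank of UNMs with BCP. LOC_Os10g35930, a pollen-specific SF3-type LIM gene, had 219560 ± 18236 in MPGs and 216194 ± 31243 in GPGs (mean ± SD, n = 3), and the cyclin-dependent kinase gene CDKF;4 had 141304 ± 12668 and 124420 ± 5428, while the beta-expansin EXPB10 had 84589 ± 21502 and 22878 ± 2882. The paper takes the similarity, with earlier inhibitor studies, as storage of transcripts for germination. Transcription and translation were not blocked in these samples, so the arrays bear on the levels only.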

### Identification of development stage-enriched and -downregulated genes

We identified development stage-enriched genes by comparing the expression levels of genes in developing and germinated pollen and in sporophytic tissues (callus cells, roots and leaves) using the Z-score transformation normalization method [27], with cutoffs of ratio ≥ 2.0 and Z-score ≥ 3.75. The analysis revealed 2,203 development stage-enriched probe sets: 660 (corresponding to 568 unigenes) expressed preferentially in UNMs, 174 (146 unigenes) in BCP, 246 (198 unigenes) in TCP, 537 (296 unigenes) in MPGs and 586 (358 unigenes) in GPGs (Additional file 4b1, c1, d1, e1 and 4f1). This finding indicated a "U-type" change tendency in number of stage-enriched transcripts during the process, and GPGs appeared to have a number of enriched transcripts similar to that of MPGs. Furthermore, we used the same method to screen stage-enriched genes in *Arabidopsis *developing pollen from an available database [14] and found 190 genes expressed preferentially in UNMs, 94 in BCP, 161 in TCP, and 313 in MPGs. These data indicated that in both rice and *Arabidopsis*, the number of stage-enriched transcripts decreased sharply from UNMs to BCP and thereafter increased to a maximum level in MPGs. 

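By the same rule, read in part from the paper's own supplementary values, the signals give 660 probe sets enriched in UNMs, 174 in BCP, 246 in TCP, 538 in MPGs and 587 in GPGs. The sugar carrier gene LOC_Os01g38680 leads the named genes in UNMs with a median 62.2 times the brightest other array (10899.9 ± 2767, mean ± SD, n = 3), followed by the beta-xylosidase gene LOC_Os11g47350 (ratio 52.1). BCP has the erg-1 gene LOC_Os06g11650 (ratio 6.97; 3376 ± 179) and the F-box gene LOC_Os06g13850 (6.57; 5469 ± 27.5), TCP the acyltransferase gene LOC_Os07g14080 (9.72; 6597 ± 192) and the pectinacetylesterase gene LOC_Os04g51340 (7.94; 19034 ± 1886). MPGs have the receptor-like kinase gene LOC_Os09g18040 (ratio 7.24; 157 ± 119) and the NBS-LRR gene LOC_Os11g45750 (5.41; 123 ± 106). Both are dim and vary widely between replicates, with means under the median signal of the MPG arrays (171.7 on average). GPGs have LOGL6 (4.71; 1241 ± 175), which was highest in leaf by qRT-PCR, and the zinc finger gene C3H12 (4.46; 321 ± 38.8). Other named genes had larger ratios there at lower means, such as LOC_Os03g29480 (6.01; 272 ± 216). Among UNM transcripts are some genes of the tapetum, the anther wall layer around the microspores: RTS had 12695 ± 507 in UNMs and fell in BCP (log2 fold change −3.49, SE 0.21, limma adjusted p = 1.1e-10), and C6 (−3.54, SE 0.40) and CP1 (−2.23, SE 0.43) fell with it. Of 9 matched tapetum and exine genes only these 3 had a log2 ratio of UNMs to the highest sporophytic mean above 3. Another 4 were below 1, such as CYP703A3 (0.05) and DPW (−1.19).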

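The early arm of this shape has 660 stage-enriched probe sets in UNMs, 174 in BCP and 246 in TCP, or 228, 9 and 38 with Z on log2 signals, and 290 in BCP and 394 in TCP when the group mean replaced single arrays. In the late arm the numbers for MPGs and GPGs are 97 and 188 with every array at the same median signal, 15 and 10 with scaling to the hybridisation controls, 2044 and 2009 with the group mean, and up to 1138 and 1322 with 1 replicate left out. Named genes make up 327 of the 660 in UNMs, 104 of the 174 in BCP and 126 of the 246 in TCP, but 57 of the 538 in MPGs and 94 of the 587 in GPGs. Of the 57258 probe sets 3193 have a RefSeq name, and another 1103 are named only through the paper's tables. Since 817 rows of its stage-enriched table were used, these shares also depend on which rows and genes carried a name.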

Relative to stage-enriched genes, genes downregulated in a development stage showed a distinct feature. Using the same parameter cut-offs of ratio ≤ 0.5 and Z-score ≤ -3.75 as for screening stage-enriched genes, we did almost not identified transcripts downregulated in each stage (only 1 in UNMs, 1 in BCP, none in TCP, 1 in MPGs and 3 in GPGs). Therefore, we used relatively low stringent parameters (ratio ≤ 0.5 and Z-score <-1.7245 (p-value < 0.05)) to screen genes downregulated at each stage. 

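At these limits 3 probe sets were found lower in GPGs. The other 4 stages had 0 each, by the ratio and Z rule without a test. MPGs gained 1 after quantile normalization and UNMs gained 1 when the group mean replaced single arrays. The strict total of 3 was 116 with Z on log2 signals, 0 with the same median signal and 0 with hybridisation control scaling.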

The analysis revealed that 70 transcripts (corresponding to 65 unigenes) downregulated in UNMs, 52 (49 unigenes) in BCP, 143 (138 unigenes) in TCP, 429(411 unigenes) in MPGs, and 530 (507 unigenes) in GPGs (Additional file 4b2, c2, d2, e2 and 4f2), which suggested that stage-downregulated genes were substantially increased in number after the bicellular pollen stage.

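MAP3, a mitogen-activated protein kinase gene also called MPK3, was lowest in UNMs, at 0.153 of the lowest other array (295 ± 11.1, mean ± SD, n = 3). The phosphatase gene PP2C60 (ratio 0.473) and the general transcription factor gene TFIIAy (0.487) were also low there. BCP had the lipoxygenase gene LOX2 (0.387; 60.3 ± 26.8), TCP the tRNA thiolation gene CTU2 (0.438; 398 ± 77.4) and MPGs the nuclear transport GTPase gene Ran1 (0.435; 4084 ± 725 against 11900.4 ± 1459 in GPGs). Glyoxalase GLYI-11 (0.349; 335 ± 136) was among those of GPGs. The relaxed limits gave 15 probe sets in UNMs, 14 in BCP, 35 in TCP, 49 in MPGs and 120 in GPGs. These stage-downregulated numbers were 143, 136, 185, 180 and 528 with Z on log2 signals and 138, 92, 140, 131 and 454 with limma against each other group. With hybridisation control scaling BCP had 8, TCP 1 and MPGs 30, and with 1 replicate left out MPGs had 23 to 94.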

Furthermore, we analyzed the functional features of these transcripts according to a part and/or an instance of the parent of gene ontology (GO) terms and BLAST search results of transcripts without GO terms. Not taking into account the unknown transcripts (annotated as "expressed" or "hypothetical" or with no annotated coding sequence information in the TIGR rice genome annotation database http://rice.plantbiology.msu.edu/) and the transposable element-related transcripts, the remaining development stage-enriched and -downregulated genes could be classified into 13 functional groups and one "unclassified" group in which the genes had putative functional information but could not be classified clearly into the above 13 groups (Figure 3). The distribution of stage-enriched and -downregulated genes showed obviously dynamic change at distinct stages (Figure 3 and Additional file 5). Both stage-enriched and -downregulated transcripts showed a functional skew toward metabolism, transcription/RNA process, and protein degradation; the latter two groups are important in regulation of transcription and protein turnover. This finding suggested that a network of transcription and protein turnover regulation is required for pollen development and function specification. However, functional features of the two datasets were strikingly different in below aspects. First, relative to stage-enriched genes associated with the cell cycle, cytoskeleton, cell wall and phytohormones, stage-downregulated genes implicated in these functional terms were in much lower number and were obviously stage-dependent. For example, stage-downregulated cell cycle-related transcripts preferentially occurred in BCP, and fewer phytochormone-related transcripts were identified in the stage-downregulated dataset. Second, among the stage-downregulated genes, signalling-related transcripts were overrepresented in UNMs, but among stage-enriched genes, such transcripts were overrepresented in BCP. Third, the number of defense/stress response-related transcripts increased greatly from UNMs and peaked in MPGs among the stage-enriched dataset, whereas decreased from BCP in the stage down regulated dataset. Unexpectedly, stage-downregulated transcripts implicated in vesicle trafficking were identified in pollen of all stages, but stage-enriched transcripts implicated in the functional term were only in pollen from UNM to TCP stages. This suggested that development stage-dependent enrichment or downregulation of different genes is required for pollen development and function specification.

**Figure 3:**
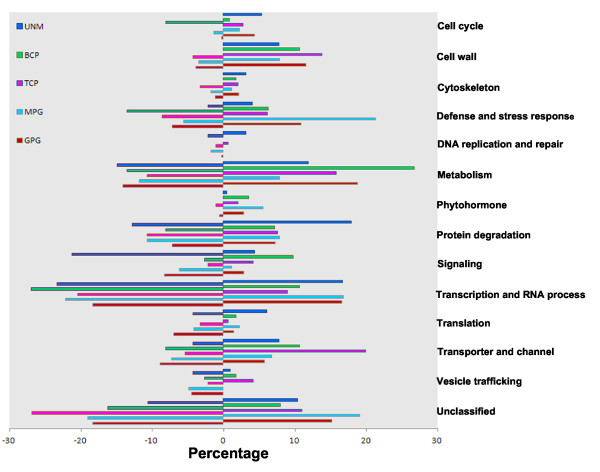
**Distribution of functionally annotated development stage-enriched and -downregulated genes in the different functional groups**. The genes were classified into 13 functional groups and one unclassified group. Positive and negative numbers denote the percentage of stage-enriched and -downregulated functional groups, respectively. Corresponding detailed information is listed in Additional file 5a and b (stage-enriched) and c and d (stage-downregulated).

Analysis of development stage-enriched transcripts in the molecular functional and cellular component terms "enrichment status" and "hierarchy" showed that cation transmembrane transporter and antiporter activity had statistical importance in TCP (Figure 4A and 4C). 

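From BCP to TCP the potassium transporter gene HAK20 rose by log2 5.84 (SE 0.30, limma adjusted p = 1.8e-12; 4903 ± 190.0 in TCP and 40.7 ± 31.9 in BCP, mean ± SD, n = 3 each), and the cation/proton exchanger gene LOC_Os08g02450 had 7284 ± 2141 in TCP, 789.7 ± 108 in BCP and 836 ± 172 in MPGs. SWEET5, a sugar transporter gene, rose by 7.37 (SE 0.41, 48266 ± 10892 against 274.5 ± 206), and CSLD5, a cellulose synthase-like gene of tip growth, by 7.66 (SE 0.26, limma adjusted p = 2.3e-15). The cell wall invertase gene CIN3 fell by 4.32 (SE 0.42, 830.4 ± 197 against 17264 ± 1748), the protein folding gene PDIL1-1 by −4.21 (SE 0.26) and the heparanase-like gene LOC_Os07g40740 by −4.65 (SE 0.43). Of 12 chitinase probe sets 7 rose, Cht2 by 2.11 (SE 0.24; limma camera adjusted p = 0.0046 for the group, and adjusted p = 0.075 with an estimated correlation). HSP81-3 fell by 2.78 (SE 0.28), and among the 42 heat shock and chaperone probe sets 16 fell and 1 rose (17 and 1 over the list alone, limma camera adjusted p = 0.0020, adjusted p = 0.088 with an estimated correlation, 2 fell and 5 rose with ribosomal protein scaling). Over all probe sets 4874 rose and 6138 fell by limma, against 2908 and 10102 with hybridisation control scaling, 1661 and 6169 with poly-A controls, 3586 and 8876 at the same median and 14643 and 644 with ribosomal protein scaling.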

Transcripts involved in membrane and membrane-bounded organelle seemed to be more important in TCP-enriched data (Figure 4B). Vesicle trafficking activity was statistically significant in MPGs and GPGs in the development stage-downregulated dataset (Additional file 6).

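NSF, whose product takes apart SNARE complexes, had 11264 ± 193 in BCP (mean ± SD, n = 3), 1901 ± 347 in MPGs and 1262 ± 122 in GPGs. The exocyst gene SEC10 had 7422 ± 413 in TCP and 1389 ± 121 in GPGs, and Rab5A, a small GTPase of endosomes, 2996 ± 199 in BCP and 391 ± 19.6 in MPGs. TRS130, for a subunit of the TRAPP tethering complex, had a GPG median of 126.5, which is 0.310 of the lowest other array. Its GPG mean was 275 ± 265, so the replicates vary widely and the ratio rests on the median. SCAMP1 had the reverse course, from 3356 ± 374 in UNMs to 7591 ± 497 in GPGs.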

**Figure 4:**
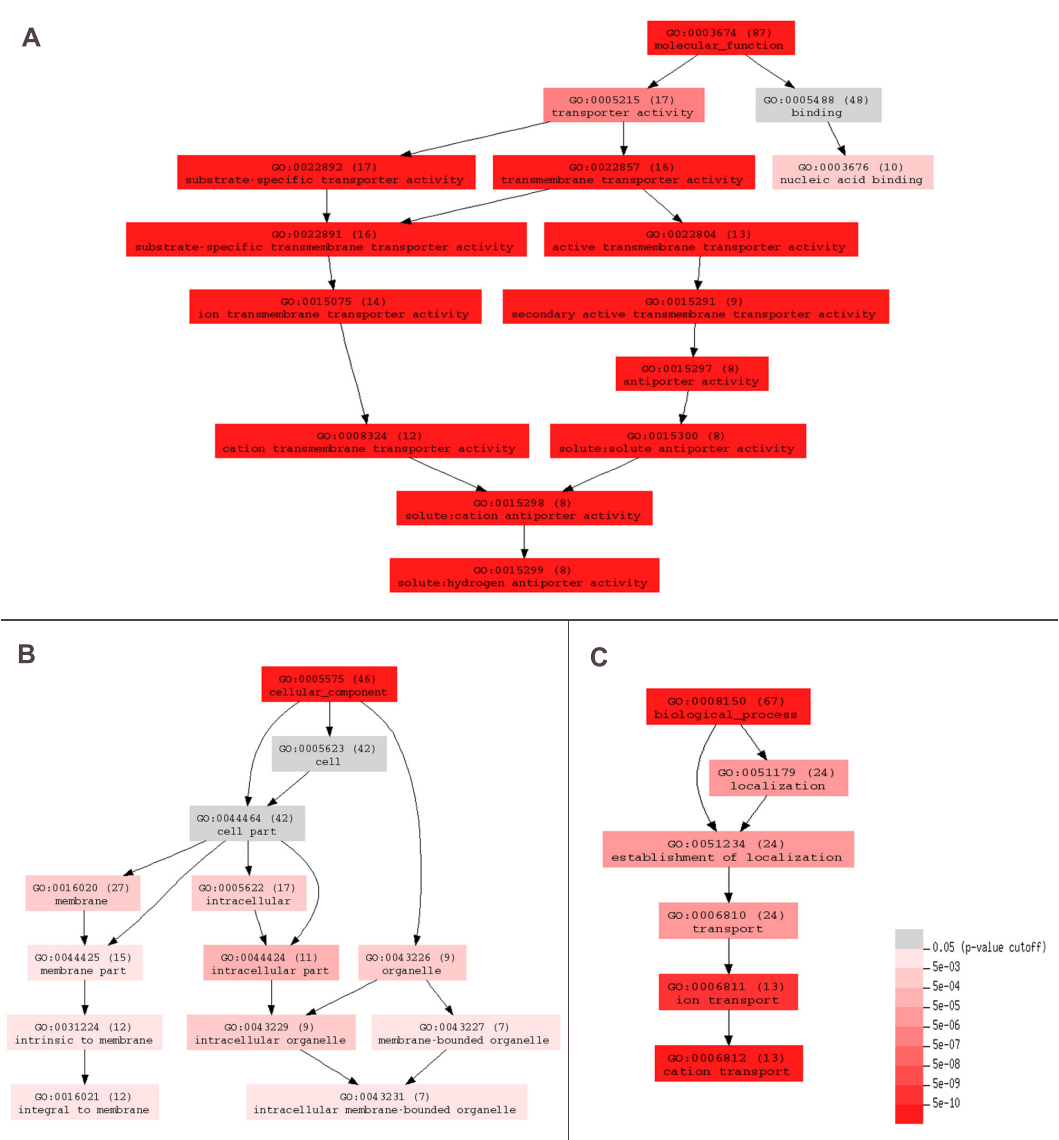
**Gene ontology (GO) term "enrichment status" for the development stage-enriched transcripts in TCP**. Transcript with GO term "enrichment status" and "hierarchy" in A), "molecular function"; B), "cellular component"; and C), "biological process" branches. The classification terms and their serial numbers are represented as rectangles. The numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The graph displays the classification terms "enrichment status" and "hierarchy". The color scale shows the *p-*value cutoff levels for each biological process. The deeper colors represent the more significant biological processes in the putative pollen pathway.

### Identification of genes expressed preferentially in developing and germinated pollen

To extensively analyze the molecular regulation of pollen development and germination, we further screened transcripts expressed preferentially in pollen (one or more stage) using sporophytic tissues as controls (ratio ≥ 2.0, Z-score ≥ 3.19) and those shared across all pollen stages and sporophytic tissues (see Materials and Methods). The screening identified 25,062 pollen-preferential transcripts (Additional file 4a) and 10,777 transcripts expressed constitutively both in pollen and sporophytic tissues (Additional file 4h). 

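The same rule, read in part from the paper's own supplementary values, passes 25110 of the 57258 probe sets, 43.9%. The stage with the highest median was UNMs for 1961, BCP for 1416, TCP for 1872, MPGs for 9915 and GPGs for 9946. Many are dim: the highest stage median was under 200 for 7777 of them, and 6447 reached 1000 or more. With hybridisation control scaling 5343 pass and at the same median signal 12854. By limma, over 15 pollen and 9 sporophytic arrays, the beta-expansin EXPB9 was higher in pollen by log2 8.65 (SE 0.17, adjusted p = 8.8e-21; 108603 ± 86842 against 150 ± 112, mean ± SD), the SF3-type LIM gene LOC_Os04g45010 by 8.40 (SE 0.11), the actin-depolymerising gene ADF-9 by 8.01 (SE 0.15) and the calmodulin-like gene CML32 by 7.76 (SE 0.10). Lower in pollen were the strigolactone receptor gene D14 (−5.85, SE 0.13, limma adjusted p = 4.6e-20) and the transcription factor genes Hox16 (−4.49, SE 0.13), WRKY71 (−4.74, SE 0.30) and HSF23 (−3.95, SE 0.27). In all 9888 probe sets were higher in pollen and 9833 lower by limma, against 2588 and 19768 with hybridisation control scaling, 7131 and 11128 with poly-A controls, 4940 and 13757 at the same median, and 7506 and 13324 with ribosomal protein scaling.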

Relative to the constitutively expressed transcripts that may have a housekeeping function in pollen and sporophytic development, the pollen-preferential transcripts have an important function in pollen development. Therefore, we focused on the expression characteristics of 6 functional groups (2,858 of 25,062 preferentially expressed transcripts) related to cell cycle regulation, phytohormone signalling, the kinase system, the ubiquitin/26 S proteasome system (UPS), transcription, and defense/stress response that have diversely important roles in different tissues, including pollen, as revealed by numerous studies (see below sections). Cluster analysis of the 2,858 transcripts revealed 5 expression patterns (Figure 5 and Table 1). The largest cluster was cluster 1 (c1), with 1,043 transcripts whose expression was at the lowest level in UNMs and thereafter increased to the highest level in MPGs and GPGs. 

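Additional file 7a places LOC_Os10g35930 in this cluster: its signal was 636 ± 87.5 in UNMs (mean ± SD, n = 3), 17627 ± 1664 in BCP and 68624 ± 13328 in TCP. The tubby-like gene TLP10 had 1356 ± 78.5, 2715 ± 199, 12342 ± 1702, 59421 ± 6548 and 72002 ± 3261 from UNMs to GPGs. Of the 282 transcription factor probe sets of c1, 279 had their highest mean in MPGs or GPGs, and 91 with hybridisation control scaling. The paper made its clusters from the mean signals of these same samples. Peak counts given for c0 to c4 in the deposited values thus restate the clusters and are not independent evidence.

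**Figure D2:**
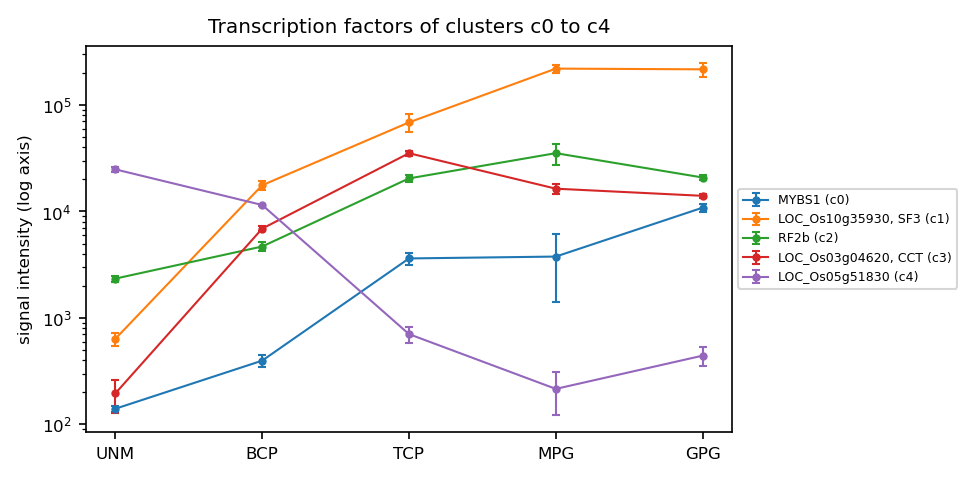
Signal of 1 transcription factor from each cluster of Additional file 7a over the 5 pollen stages. Points are means and bars SD of 3 arrays.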

The second and third largest clusters were clusters 0 (c0; 567) and 2 (c2; 516), respectively. Transcripts in c0 were up-regulated from UNMs to GPGs. 

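MYBS1, a sugar-responsive MYB gene of c0, had 140.4 ± 9.5 in UNMs (mean ± SD, n = 3), 3622 ± 457 in TCP, 3771 ± 2355 in MPGs and 10858 ± 1018 in GPGs. The RWP-RK gene LOC_Os12g12970 had 19.9 ± 24.6, 301 ± 114, 3559 ± 844 and 8404 ± 2529.5 at the same stages. In GPGs lay the highest mean of 170 of the 176 transcription factor probe sets of c0, and of 45 with hybridisation control scaling.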

The expression level of transcripts in c2 increased from UNMs to MPGs but decreased from MPGs to GPGs. 

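RF2b, a bZIP gene of c2, had 20441 ± 1612 in TCP (mean ± SD, n = 3), 35284 ± 7798 in MPGs and 20843 ± 1211 in GPGs. LOC_Os02g51310, of the TCP transcription factor family, had 3249 ± 190.4, 5687 ± 529.7 and 3332 ± 1411. For 127 of the 133 transcription factor probe sets of c2 the highest mean lay in MPGs, and for 49 with hybridisation control scaling.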

Cluster 3 (c3), of 333 transcripts, began to be up-regulated in UNMs, peaked at BCP and TCP, and decreased thereafter. 

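The CCT-domain gene LOC_Os03g04620 of c3 had 196 ± 68.4 in UNMs (mean ± SD, n = 3), 6899 ± 377 in BCP, 35255 ± 2028 in TCP and 16370 ± 1686 in MPGs. LOC_Os02g44120, a C2H2 zinc finger gene, had 169 ± 5.4, 5569 ± 865, 24991 ± 2885 and 7016 ± 1946. BCP or TCP held the highest mean of 86 of the 89 transcription factor probe sets of c3, and of 84 with hybridisation control scaling.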

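Genes that are brightest in UNMs form a further cluster, c4. LOC_Os05g51830, a histone deacetylase 2b gene, had 24865 ± 1233 in UNMs (mean ± SD, n = 3), 11507 ± 188 in BCP, 705 ± 121 in TCP and 216 ± 92.6 in MPGs, and the MYB gene LOC_Os06g40330 had 12716 ± 1628, 1791 ± 329.8, 419 ± 66.8 and 296 ± 247. UNMs held the highest mean of 82 of its 92 transcription factor probe sets, and of 84 with hybridisation control scaling.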

Cluster 4 (c4) consisted of 399 transcripts, whose expression was highest in UNMs, was reduced to a relatively low level in TCP and remained at a low level in the following stages. Transcripts involved in distinct functional groups showed heterogeneous distribution in the 5 clusters. For example, most transcripts of calcium signal-related kinases were in c1 (19/33), which is in line with known important roles of calcium signalling in germination and polar tube growth [28]. Therefore, the change in expression patterns of distinct transcripts suggests the requirement of different development events from UNMs to GPGs.

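CPK21 rose from BCP to TCP by log2 8.15 (SE 0.33, limma adjusted p = 4.2e-14; 31709 ± 7876 against 66.2 ± 44.8, mean ± SD, n = 3 each) and stood at 190511 ± 21349 in MPGs. CPK2 rose by 7.14 (SE 0.26) in that step, and CPK29 was higher in pollen than in sporophytic tissues by 7.87 (SE 0.15, 78588 ± 83562 against 28.4 ± 19.9). CPK13 was lower in pollen (−4.93, SE 0.18). Of 57 probe sets in a list of calcium-dependent and CBL-interacting kinases, 1 of them from the paper's tables and so not independent evidence, 33 were lower in pollen and 9 higher (the same over the list alone, limma camera adjusted p = 9.7e-04, and 0.031 with an estimated correlation, 0.067 with hybridisation control scaling). Among these, 34 are CBL-interacting kinases, which are not of the CPK family, with 18 lower and 4 higher, and the other 23 had 15 lower and 5 higher. From BCP to TCP 17 fell and 11 rose (the same over the list alone, limma camera adjusted p = 0.85, and 0.88 with an estimated correlation, 19 rose with ribosomal protein scaling), with a median log2 change of −0.04 and a mean of 0.41. Among the 14 that pass the pollen-preferential rule 9 had their highest mean in MPGs or GPGs (5 of 9 with hybridisation control scaling). That is 64.3%, against 80.2% of all probe sets that pass the rule.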

**Table 1:** Distributions of six functional-group pollen-preferential transcripts in the five clusters.

Categories/sub-categories	c0	c1	c2	c3	c4	Total
**01 Trancription factor**	**176**	**282**	**133**	**89**	**92**	**772**
01.01 ABI3VP1	4	8	6	4	2	24
01.02 Alfin-like	1	1	0	2	1	5
01.03 AP2-EREBP	18	25	11	4	5	63
01.04 ARF	1	1	2	1	3	8
01.05 ARID	1	1	0	0	0	2
01.06 ARR-B	0	1	0	0	0	1
01.07 BES1	0	2	1	0	0	3
01.08 bHLH	11	23	10	5	2	51
01.09 bZIP	9	9	5	2	0	25
01.10 C2C2-CO-like	1	0	0	0	1	2
01.11 C2C2-Dof	5	7	0	0	0	12
01.12 C2C2-GATA	2	5	0	1	2	10
01.13 C2C2-YABBY	1	1	0	1	0	3
01.14 C2H2	12	18	9	6	9	54
01.15 C3 H	4	11	1	2	9	27
01.16 C3HC4	1	0	1	3	1	6
01.17 CCAAT_HAP2	0	2	1	0	0	3
01.18 CCAAT_HAP3	1	4	0	1	0	6
01.19 CCAAT_HAP5	2	2	0	3	2	9
01.20 CPP	1	2	1	0	1	5
01.21 CSD	0	0	0	0	1	1
01.22 DBP	0	3	0	1	0	4
01.23 DDT	3	0	3	0	1	7
01.24 G2-like	3	3	2	1	2	11
01.25 GeBP	1	0	0	1	0	2
01.26 GRAS	6	6	6	2	0	20
01.27 GRF	0	1	0	0	0	1
01.28 HB	7	15	5	5	0	32
01.29 HMG	0	1	1	0	2	4
01.30 HRT	0	1	0	0	0	1
01.31 HSF	2	1	1	1	1	6
01.32 Jumonji	3	2	1	2	0	8
01.33 LFY	0	1	0	0	0	1
01.34 LIM	0	3	0	0	0	3
01.35 LUG	0	0	1	0	0	1
01.36 MADS	10	13	8	5	8	44
01.37 MYB and MYB-related	20	26	18	7	12	83
01.38 NAC	9	26	8	2	6	51
01.39 Orphans	14	17	10	2	2	45
01.40 PHD	4	5	3	4	2	18
01.41 PLATZ	1	0	1	1	0	3
01.42 Pseudo ARR-B	0	1	0	0	0	1
01.43 PWP-RK	1	4	0	0	0	5
01.44 SBP	1	1	2	0	0	4
01.45 SET	3	2	2	6	7	20
01.46 S1Fa-like	0	0	0	2	0	2
01.47 SNF2	4	3	2	3	6	18
01.48 TAZ	0	0	0	0	1	1
01.49 TCP	3	3	2	0	2	10
01.50 Trihelix	0	4	1	0	0	5
01.51 TUB	1	1	1	3	0	6
01.52 ULT	0	0	1	1	0	2
01.53 WRKY	3	9	3	4	1	20
01.54 zf-HD	2	3	2	0	0	7
01.55 ZIM	0	4	1	1	0	6
**02 Phytohormone**	**31**	**52**	**28**	**25**	**10**	**146**
02.01 Auxin	13	31	16	13	7	80
02.02 BR	3	2	2	2	1	10
02.03 Cytokinin	2	3	3	0	0	8
02.04 Ethylene	6	13	3	3	2	27
02.05 GA	3	2	0	6	0	11
02.06 JA	4	1	4	1	0	10
**03 Cell cycle**	**36**	**63**	**30**	**25**	**43**	**197**
**04 Kinase**	**110**	**319**	**116**	**78**	**43**	**666**
04.01 Calcium	4	19	2	6	2	33
04.02 Inositol phosphate	6	21	7	5	0	39
04.03 MAPK	1	11	1	3	0	16
04.04 Pto-pti	1	5	0	1	0	7
04.05 Receptor kinase	46	83	43	20	5	197
04.06 WAK	10	14	10	1	2	37
04.07 Others	42	166	53	42	34	337
**05 Defense/stress response**	**107**	**172**	**109**	**51**	**35**	**474**
**06 UPS**	**107**	**155**	**100**	**65**	**176**	**603**
06.01 F-box	75	103	71	49	108	406
06.02 Others	32	52	29	16	68	197

The six functional groups involve transcription factors, phytohormones, cell cycle regulators, defence/stress responders, kinases and ubiquitin/26 S proteasome factors in different expression patterns (shown in Figure 5). Raw data for the clusters are in Additional file 7.

**Figure 5:**
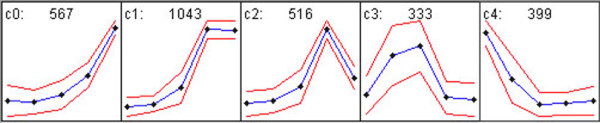
**Expression patterns analysis of 2,858 pollen-preferential transcripts of six functional groups**. The 2,858 transcripts, involving transcription factors, phytohormones, kinases, cell cycle regulators, ubiquitin/26 S proteasome system and defence/stress responders, were distributed in five clusters (c0 to c4). The clusters were created by GeneCluster 2.0; raw data for each cluster are listed in Additional file 7. X-axis denotes the developmental stages from UNM to GPG; y-axis denotes the normalized expression level of the transcripts.

#### Transcription factors

772 preferentially expressed transcription factor (TF)-related transcripts in 55 distinct TF families showed a significant skew to 15 families: MYB/MYB-related, AP2-EREBP, C2H2, bHLH, NAC, Orphan, MADS, HB, C3H, bZIP, ABIVP1, GRAS, SET, WRKY and GRAS (Table 1 and Additional file 7a). Overall, the number of TF transcripts showing late accumulation patterns (c0, c1 and c2) was greater than that showing middle (c3) and early (c4) accumulation patterns, which indicates that late development and maturation phases may need more TFs than the early phase. 

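All 772 probe sets of Additional file 7a could be placed by the stage of their highest mean: 87 in UNMs, 108 in BCP or TCP and 577 in MPGs or GPGs. With quantile normalization these numbers were 98, 153 and 521, at the same median signal 123, 194 and 455, and with hybridisation control scaling 225, 362 and 185. Over all 25110 pollen-preferential probe sets 20129 peaked in MPGs or GPGs, against 11863 of 17755 with quantile normalization, 7049 of 12854 at the same median signal and 1002 of 5343 with hybridisation control scaling.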

Transcripts of distinct families showed heterogeneous distribution in the five clusters. For example, most AP2-EREBP, bHLH, MYB/MYB-related and orphan transcripts were in c0, c1 and c2 clusters. 

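The highest mean lay in MPGs or GPGs for 53 of 63 AP2-EREBP probe sets, 44 of 51 bHLH, 35 of 51 MYB, 27 of 32 MYB-related, 41 of 45 orphans and 42 of 51 NAC, and for all 12 Dof. With hybridisation control scaling it lay there for 25 AP2-EREBP, 19 bHLH, 11 NAC and 4 Dof probe sets. Only pollen-preferential members enter these counts. Among 49 probe sets with a RefSeq name of a homeobox gene 9 are pollen-preferential, against 32 of that family in Additional file 7a. Of the 46 tested 25 were lower in pollen than in sporophytic tissues and 2 higher (limma camera adjusted p = 1.8e-04, and 0.037 with an estimated correlation).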

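Among 27 C3H probe sets 16 had their highest mean in MPGs or GPGs and 8 in UNMs (4 and 11 with hybridisation control scaling). SET had 6 of 20 in UNMs, 9 in BCP or TCP and 5 later (8 later after quantile normalization, 3 at the same median signal, 2 with hybridisation control scaling and 2 of the 17 with a highest mean of at least 200), and SNF2 had 7 of 18 in UNMs and 9 later, of which 0 stayed late with hybridisation control scaling. The HMG gene LOC_Os02g44930 had 7258 ± 1119.8 in UNMs (mean ± SD, n = 3) and 1352 ± 222 in BCP, while another HMG gene, SSRP1-B, had 11698 ± 1160.4, 10129.5 ± 1178, 7001 ± 802 and 3638 ± 438 from UNMs to MPGs. The cold shock domain gene LOC_Os02g02870 had 23292 ± 2705 in UNMs, 23617 ± 2839 in BCP and 2360.2 ± 225 in MPGs, and the TAZ gene LOC_Os06g49130 had 749.7 ± 129.6 in UNMs and 268 ± 69.7 in BCP.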

C3H transcripts were mainly distributed in c1 and c4 clusters, SET and HMG transcripts were mainly in c4, and CSD and TAZ transcripts were only in c4. Multiple TF genes with distinct expression features were also identified in developing *Arabidopsis *pollen [13,14] and developing maize anthers [29]. And sperm cells of *Arabidopsis *pollen had their unique TFs [15]. The transcriptome of mature soybean showed an enrichment of TFs [13,14]. This finding suggested that different development events may require different TFs and/or a combination of TFs from distinct families.

#### Plant hormones

146 hormone-related transcripts showed pollen-preferential expression (Table 1 and Additional file 7b), and most (107) were associated with auxin (80) and ethylene (27) signalling, which indicates the importance of auxin and ethylene signalling in pollen development and germination/tube growth. The ethylene-related transcripts were mainly distributed in c0 and c1 clusters (19/27), whereas the auxin-related transcripts showed a relatively even distribution in all five clusters with larger numbers in c1 and c2. This difference in expression patterns suggests that ethylene may be implicated mainly in pollen maturity and germination, whereas auxin signalling may have more diverse functions in addition to possible roles in maturation and germination (see Discussion). 

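The copy of Additional file 7b used here holds 127 of its 146 rows. In it the ETO1-like gene LOC_Os03g18360, of ethylene synthesis control, had 174 ± 24.9 in UNMs (mean ± SD, n = 3), 8348 ± 609.7 in TCP and 25498 ± 3753 in MPGs, and the EIN3-like gene LOC_Os09g31400 had 1157 ± 68.8 in UNMs and 8381 ± 966 in GPGs. With the spellings of each hormone in that table taken together, 22 of 23 ethylene probe sets had their highest mean in MPGs or GPGs, 60 of 73 auxin, 9 of 9 jasmonate and 8 of 8 cytokinin. With hybridisation control scaling these numbers were 8, 13, 3 and 3. Over all pollen-preferential probe sets 80.2% had their highest mean in MPGs or GPGs in the deposited signals, close to the 82.2% for auxin. The paper chose these hormone rows as pollen-preferential on the same samples, so their peak counts are not independent evidence. In families built from RefSeq names 9 of 72 auxin response and 5 of 25 ethylene response probe sets are pollen-preferential. Of 67 tested auxin response probe sets 47 were lower than in sporophytic tissues and 3 higher (limma camera adjusted p = 1.4e-11, and 0.018 with an estimated correlation), IAA1 by −5.80 (SE 0.18, 65.4 ± 56.5, n = 15, against 6349 ± 2529, n = 9). Of 23 tested ethylene response probe sets 13 were lower and 1 higher (limma camera adjusted p = 0.0019, and 0.046 with an estimated correlation), among them EIL1 (−5.12, SE 0.16) and the receptor gene ERS1 (−4.91, SE 0.23), but 11 of the 23 are ERF, DREB or CBF factors such as the cold response gene DREB1G (−2.36, SE 0.19).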

As well, some transcripts related to gibberellin, brassinosteroid and jasmonic acid signalling showed distinct expression patterns (Table 1). Expression profile analyses of developing rice anthers by 10 K [30] and 44 K microarray analysis [31] implied the important role of multiple phytohormones, such as gibberellins, anuxin and ethylene, in pollen development.

#### Ubiquitin/26S proteasome system

Our analysis revealed 603 UPS transcripts involving distinct UPS components with pollen-preferential expression, and 406 of them encode F-box proteins (Additional file 7)c, which have a crucial role of conferring specificity on the UPS for appropriate targets. These F-box transcripts had distinct expression patterns. The highest number of the F-box transcripts (108) showed an early accumulation pattern (c4), with relatively high distribution in c1, whereas the remaining transcript were distributed in c0, c2 and c3 clusters. 

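Stage-enriched F-box genes can be followed in Additional file 5a, of which 817 rows were used. LOC_Os08g09760 had 4229 ± 659.6 in UNMs (mean ± SD, n = 3), 545 ± 88.7 in BCP and 109 ± 66.2 in TCP. LOC_Os10g06700 was brightest in TCP (6703 ± 261, against 2469 ± 252 in BCP and 853 ± 78.9 in MPGs), as was LOC_Os04g40910 (12387 ± 1329.7). Of the 46 F-box probe sets in these rows, chosen by the study for their stage, 30 had their highest mean in UNMs, 8 in BCP or TCP and 8 in MPGs or GPGs (27, 7 and 1 of the 35 that pass with hybridisation control scaling).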

Other transcripts of UPS components showed a distribution in the 5 clusters similar to that of F-box transcripts (Table 1).

#### Kinases

666 pollen-preferentially expressed transcripts encoded a kinase domain-containing protein; examples are receptor kinases/receptor-like kinases (197), calcium signal-related kinases (33), phospholipid signal-related kinases (39), mitogen-activated protein kinase (MAPK) kinases (16), PTOs/PTIs (7) and wall-associated kinases (WAKs, 37) (Table 1 and Additional file 7d). Most of the kinase transcripts accumulated to the highest level in GPGs (c0, 110), MPGs and GPGs (c1, 319) or MPGs (c2, 116), with relatively few showing a high accumulation in BCP and TCP (c3, 78) or UNMs (c4, 43). 

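MPK17, a mitogen-activated protein kinase gene, had 261 ± 32.5 in UNMs (mean ± SD, n = 3), 29709 ± 1207 in TCP and 69083 ± 4211 in MPGs, and was higher in pollen than in sporophytic tissues by log2 5.51 (SE 0.10, limma adjusted p = 2.9e-21). MPK10 had 568 ± 44.3, 15111 ± 2459.8 and 105790.1 ± 7961 at the same stages. Counting all 19 MAP kinase probe sets, 2 of them from the paper's tables and so not independent evidence, 8 were lower in pollen and 5 higher (the same over the list alone, limma camera adjusted p = 0.46, and 0.45 with an estimated correlation). The receptor kinase gene LOC_Os05g41230, similar to BAK1, was brightest in BCP (5747 ± 248) and LOC_Os05g44030 in UNMs (2261 ± 247). Among the 19 receptor kinases in the held rows of Additional file 5a 15 had their highest mean in MPGs or GPGs, against 8 of 13 at the same median signal and 0 of 4 with hybridisation control scaling. In the deposited signals that is 78.9%, close to the 80.2% of all pollen-preferential probe sets.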

Consistent with calcium signals playing important roles in germination and polar tube growth, calcium signal-related kinase transcripts were mainly distributed in c1. Similarly, most inositol phosphate kinases, PTOs/PTIs and receptor kinase transcripts were in c1.

#### Cell cycle-related transcripts

197 cell cycle-related transcripts were expressed preferentially in pollen (Table 1 and Additional file 7e). Of these, 68 were expressed at the highest levels in UNMs and thereafter sharply downregulated (c4, 43) or still showed the highest accumulation in BCP (c3, 25) (Table 1). These transcripts included cell cycle core regulators (cdc2, CYCK1 and CYCB), cell cycle entry/exit-regulated proteins (APC components), cullin, prohibitin, anti-silencing function 1 (ASF1), FtsZ, FtsJ, MinD, GlsA and Hsp70. 

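CDKB2;1, a mitotic cyclin-dependent kinase gene, had 4393 ± 196 in UNMs (mean ± SD, n = 3), 971 ± 116 in BCP and 661 ± 41.8 in TCP. CDKA;1, the plant cdc2 kinase gene, had 5135 ± 1358, 3033 ± 642 and 485 ± 71.3 at those stages and 44.4 ± 29.6 in GPGs. Both are named after their values were seen.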

Interestingly, 99 cell cycle-related transcripts showed the highest accumulation in GPGs (c0, 36) or MPGs and GPGs (c1, 63).

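Not every cell cycle gene was brightest early. CDKF;4 had 2424 ± 224 in UNMs (mean ± SD, n = 3), 3351 ± 431 in BCP and 43440.1 ± 6386 in TCP, the D-type cyclin gene CYCD5;2 had 567 ± 163 in UNMs and 28406 ± 749 in MPGs, and CycC1;1 had 1407 ± 239 in UNMs and 11430 ± 1230.2 in GPGs.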

#### Defense/stress response-related transcripts

474 defense/stress response-related transcripts were preferentially expressed in pollen (Table 1 and Additional file 7f). Of these, 82% (388/474) accumulated from a low level in UNMs to the highest level in MPGs and/or GPGs (c0, c1 and c2) (Table 1). These late-accumulating transcripts were largely abiotic/biotic stress-response proteins such as disease-resistant NB-NRC, NBS-LRR and pathogenesis-related proteins and other stress-response proteins, such as cold acclimation protein COR413-PM1, harpin-induced protein and wound-induced protein WI12 (Additional file 7f). This finding indicates that a global ability to deal with abiotic and biotic stress formed during pollen maturity may be essential to successful fertilization.

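The wound-induced gene LOC_Os08g08090 had 49.7 ± 40.2 in UNMs (mean ± SD, n = 3), 3143 ± 688 in MPGs and 10453 ± 2181 in GPGs, and the NB-ARC gene LOC_Os12g28100 had 266 ± 20.8 in UNMs and 5142 ± 1378 in MPGs. LOC_Os05g49170, for a cold acclimation protein, was brightest in BCP (14943 ± 2039, and 3890.1 ± 513 in MPGs), and the harpin-induced gene LOC_Os01g12820 in TCP (3416 ± 756, and 516 ± 79.0 in MPGs). The resistance gene LOC_Os09g10054 had 3662 ± 1763 in UNMs and 41.3 ± 43.1 in BCP. Of 10 NB-ARC and NBS-LRR probe sets in the held rows of Additional file 5a 8 had their highest mean in MPGs or GPGs, against 2 of 4 at the same median signal and 0 of 2 with hybridisation control scaling. Among all pollen-preferential probe sets the share was alike, 80.2% in the deposited signals.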

### A comparison of rice and *Arabidopsis *pollen transcriptomes

Based on published data of transcriptomes of mature or developing pollen of *Arabidopsis *[14], we compared possibly conserved and diverse features of rice and *Arabidopsis *pollen transcriptomes using pollen-preferential and development stage-enriched transcript datasets. By a BLAST searching with a cutoff of E-value < 1.0E-05, we revealed that 62.4% (1195 genes) of 1916 stage-enriched genes in rice pollen have conserved counterparts in the *Arabidopsis *genome; 677 (containing 22 stage-enriched genes) of these homologous genes were expressed in developing *Arabidopsis *pollen (Figure 6 and Additional file 8b). Consistent with this result, further analysis of rice pollen preferential genes showed that 56.6% of rice pollen-preferential genes (10,539 of 18,630) had homologous partners in the *Arabidopsis *genome, corresponding to 6434 genes in *Arabidopsis *genome (Figure 6 and Additional file 8a). However, among the 6434 genes, 63.4% (4079 containing 705 pollen-preferential genes) were expressed in developing pollen of *Arabidopsis *(Figure 6 and Additional file 8a). Furthermore, we used TFs, which are key regulators of different development events, as examples to compare conserved features of TFs. Of the 772 rice pollen-preferential TF transcripts (also see above, and Additional file 9), 189 from 32 TF families had homologous sequences expressed in *Arabidopsis *pollen (cutoff: e-value < 1.0E-05), which implies their conserved functions in monocots and dicots. 17 transcripts from 5 families, including ARR-B, GRF, SBP, Trihelix and ZIM, did not have corresponding homologous partners in the *Arabidopsis *dataset, although other members of the 5 families are expressed in developing *Arabidopsis *pollen (Table 2). Interestingly, 13 TF families, such as CSD, DBP and DDT, appeared to be specific to rice pollen, and none were identified in developing *Arabidopsis *pollen (Table 2); whereas 7 families, such as AtRKD, CAMTA and REM which expressed in *Arabidopsis *pollen, were not identified in the rice pollen transcriptome dataset (Table 2).

**Table 2:** Comparison between rice and *Arabidopsis *pollen-expressed transcription factors.

		Rice				*Arabidopsis*			
		
Family	NC	NWG	NGC	pollen		NWG	NGC	pollen	
							
				No.	%			No.	%
ABI3VP1	5	52	48	24	50	11	11	4	36
Alfin-like	2	9	9	5	56	7	7	6	86
AP2-EREBP	17	164	146	63	43	138	125	43	34
ARF	4	25	25	8	32	23	19	8	42
ARID	1	5	5	2	40	7	6	6	100
ARR-B		8	8	1	13	15	12	6	50
AtRKD		-	-	-		5	2	2	100
BBR/BPC		-	-	-		7	6	5	83
BES1/BZR	1	6	6	3	50	6	5	4	80
bHLH	8	144	133	51	38	164	112	42	38
bZIP	9	85	80	25	31	73	67	34	51
C2C2	6	81	78	27	35	103	83	31	37
C2H2	19	102	97	54	56	212	162	102	63
C3H	5	66	65	33	51	167	125	80	64
CAMTA		-	-	-		6	6	6	100
CCAAT	8	45	44	18	41	35	32	20	63
CPP	2	11	11	5	45	8	6	4	67
CSD		2	2	1	50	-	-	-	
DBP		6	6	4	67	-	-	-	
DDT		6	6	5	83	-	-	-	
G2-like	2	46	46	11	24	40	36	17	47
GeBP	2	6	5	2	40	16	7	6	86
GRAS	9	54	49	20	41	33	32	16	50
GRF		9	9	1	11	9	8	4	50
HB	11	91	83	32	39	91	84	31	37
HMG		9	9	4	44	-	-	-	
HRT	1	1	1	1	100	3	3	3	100
HSF	1	25	25	6	24	21	21	6	29
Jumonji	1	15	15	8	53	5	5	5	100
LFY		1	1	1	100	-	-	-	
LIM		6	6	3	50	-	-	-	
LUG		6	5	1	20	-	-	-	
MADS	19	64	59	44	75	109	79	30	38
MYB	13	121	118	51	43	131	123	43	35
MYB-like	14	77	69	32	46	67	56	37	66
NAC	4	123	116	51	44	96	88	32	36
Orphans	1	132	106	45	42	2	2	1	50
PHD	3	49	49	20	41	11	10	9	90
PLATZ		12	12	3	25	-	-	-	
Pseudo ARR-B			5	5	1	20	-	-	-
RAV		-	-	-		11	10	2	20
REM		-	-	-		21	14	3	21
RWP-RK/NLP	1	12	12	5	42	9	9	4	44
S1Falike		2	2	2	100	-	-	-	
SBP		19	17	4	24	16	15	5	33
SET	2	31	30	20	67	46	40	36	90
SNF2		36	33	18	55	-	-	-	
TAZ		5	5	1	20	-	-	-	
TCP	4	22	21	10	48	26	20	10	50
Trihelix		19	17	5	29	29	27	16	59
TUB	6	14	14	6	43	10	10	9	90
ULT		2	2	2	100	-	-	-	
VOZ		-	-	-		2	2	1	50
Whirly		-	-	-		3	3	3	100
WRKY	6	97	89	20	22	72	62	33	53
zf-HD	2	15	12	7	58	15	14	3	21
ZIM		16	16	6	38	2	1	1	100

**Total**	**189**	**1959**	**1827**	**772**	**42**	**1883**	**1567**	**769**	**49**

NC, number of transcription factors (TFs) conserved in rice and *Arabidopsis *pollen; NWG, number of diverse TFs transcripts in whole genome; NGC, number of diverse TFs transcripts in the Genechip. "-", indicating undetectable expression of the corresponding genes in *Arabidopsis *or rice pollen. Data for *Arabidopsis *pollen-expressed TFs gens were from Honys and Twell (2004). For details, see Additional file 9.

**Figure 6:**
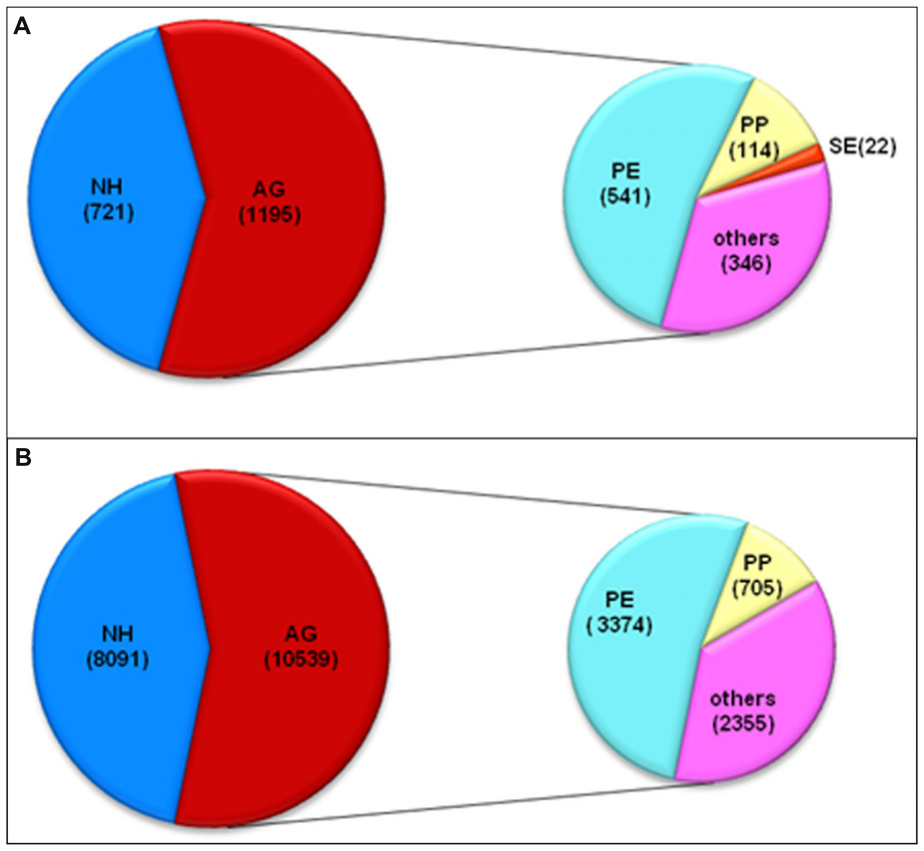
**Comparison of development stage-enriched (A) and pollen preferential genes (B) in rice and *Arabidopsis***. The large pie shows the numbers of rice development stage-enriched (A) or pollen-preferential genes (B) with or without homologs in the *Arabidopsis *genome. **NH**, no homologs; **AG**, having homologs. The small pie shows the numbers of the homologs in different expression patterns in *Arabidopsis*. **PE**, expression in pollen; **PP**, pollen-preferential expression; **SE**, pollen stage-enriched expression; **others**, undetectable expression in pollen. The transcriptome data of developing pollen of *Arabidopsis *were from [14]. Detailed information is in Additional file 8.

### Analysis of *cis*-acting regulatory elements from rice pollen stage-enriched genes

To provide insights into the transcription regulation of gene expression during rice pollen development, we identified *cis*-acting regulatory elements from 2-kb regions upstream of the start codon of the development stage-enriched genes using the PLACE database. Of 170 identified *cis*-elements, 107 (62.9%) had unknown functions (Additional file 10), which suggests that they represent the new *cis*-element in regulating transcription during rice pollen development. Among the known *cis*-elements, GTGANTG10 and POLLEN1LELAT52 are known pollen-specific *cis*-elements, identified in BCP- and TCP-enriched genes, respectively, and also identified in rice male gamete- and tapetum-specific genes as revealed by LM-microrray [32]. Impressively, a high proportion of respective UNM-, TCP- and MPGs-enriched genes shared common *cis*-elements, such as CAGATAA in UNMs, CACGTG in BCP, AAATAAG in TCP, and ATATAT in MPGs. However, relative to the "U" type distribution of stage-enriched genes, the diversity of identified *cis*-elements showed a nearly reversed distribution, and more *cis*-elements were found in BCP. Additionally, the most cis-elements were identified in GPGs. The *cis*-elements identified in respective stage-enriched genes appeared different. The results imply that different regulators or a combination of regulators are involved in regulation of pollen development at respective stages, and BCP and GPGs may require more diverse regulators than do other pollen.

## Discussion

Our analysis of the genome-wide gene expression profiles of developing and germinated rice pollen revealed dynamic characteristics of transcriptomes during pollen development and germination, and led to the identification of 25,062 transcripts expressed preferentially in rice pollen among the 51,279 transcripts on the array. Of these, 2,203 showed development stage-enriched expression. Furthermore, the pollen-preferential transcripts involved in 6 functional groups -- cell cycle regulators, phytohormones, kinases, UPS, transcription factors, and defense/stress responders -- could be classified into 5 expression patterns. The transcripts from distinct functional groups showed heterogeneous distribution in the 5 expression patterns, which suggests that the change in expression profiles were associated with the requirement of different events in pollen development and germination. These data provide information on a large number of candidate genes for further elucidation of the molecular mechanism underlying pollen development and germination and for use in control of pollen fertility and crop yield in rice.

### Conserved and divergent features of the transcriptome of developing pollen between rice and *Arabidopsis*

Rice and *Arabidopsis *are the best-characterized experimental models for eudicot and monocot plants, respectively, two major evolutionary lineages within the angiosperms. The developing pollen from microspore to mature stages in rice and *Arabidopsis *shares important cellular events, and their mature pollen grains are tricellular [33]. Consistent with the common cellular features, the diversity of genes expressed during pollen development from microspore to mature pollen stages was greatly decreased in both two species. The development stage-enriched genes showed a similar change tendency in developing rice and *Arabidopsis *pollen (for details, see below), and had a similar distribution in most functional terms (Additional file 11, detailed in Additional file 5a and b for rice and Additional file 12 for *Arabidopsis*). 

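LOC_Os12g40860, listed by Additional file 8 as the rice homolog of FBL17, had low signals throughout: 208 ± 46.5 in UNMs (mean ± SD, n = 3), 360 ± 91.7 in TCP, 588 ± 209.6 in MPGs and 559 ± 269.6 in GPGs. HAP2A, related to the gamete fusion gene HAP2/GCS1, rose from TCP to MPGs by log2 1.86 (SE 0.23, limma adjusted p = 1.3e-06; 11125 ± 1042 against 3048 ± 532), from 737 ± 69.5 in UNMs. This rise depends on scaling, at 0.88 with the same median signal, 0.12 with hybridisation controls and −0.19 with poly-A controls. Of this supplement 1997 rows of its first table were used, and rows for DUO3 and GEX1 are not among them.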

The rice pollen transcriptome had homologs of several genes such as *DUO3 *(At1g64570), *FBL17 *(At3g54650) and *GEX1 *(At2g35630) (Additional file 8) which are key regulators of germline development in *Arabidopsis *[1].

However, developing rice pollen appeared to express more development stage-enriched transcripts associated with defence/stress response in MPGs than do *Arabidopsis *pollen. Rice pollen at bicellular stage showed enrichment of more signalling-related transcripts than that in other stages as compared with *Arabidopsis *pollen, which showed signalling-related transcripts enriched in MPGs (Additional file 11). As well, these functional features of the transcription/RNA process seemed to greatly differ in developing pollen of rice and *Arabidopsis *(Additional file 11). This finding suggested a possible difference between pollen development in rice and *Arabidopsis *in the mechanism to handle defence/stress response, signalling and gene expression regulation. Consistent with this notion, our analysis showed 56.6% of rice pollen-preferential genes had homologs in the *Arabidopsis *genome, a finding similar to that from genome-wide comparison of rice and *Arabidopsis *or comparison of genes expressed in different organs [34]. However, besides the fact that 43.4% of rice pollen- preferential genes had no homologs in *Arabidopsis *genomes, a high proportion of genes conserved in *Arabidopsis *genome were not detected to express in *Arabidopsis *pollen (Additional file 8). These features, in combination with the finding that rice pollen preferentially expressed a set of unique TFs as compared with *Arabidopsis *pollen (Table 2), suggest a difference between rice and *Arabidopsis *in molecular regulation associated with pollen development.

### A shift in gene expression profiles during pollen development is associated with the requirement of distinct cellular events

We showed a greatly decreased diversity of transcripts in developing rice pollen from UNMs to MPGs, which is consistent with the observations in developing pollen in *Arabidopsis *[14]. In contrast to this finding, the number of development stage-enriched transcripts showed a "U-type" change during the development process, with the lowest in BCP. A similar "U-type" change tendency can be observed for stage-enriched transcripts of developing *Arabidopsis *pollen by re-analyzing *Arabidopsis *microarray data now available. These results suggest that a shift in gene expression program may exist in pollen development and BCP may be a key point for the regulation of the shift. This notion was also supported by the following evidence. First, several early observations in different plant species showed that developing pollen expressed distinct early and late transcript populations at early and late stages, respectively [18]. Second, protein profiles were found to be different in early and late pollen [35]. Third, the diversity of transcripts from distinct functional groups both stage-enriched and stage-downregulated displayed stage-dependent changes. For example, relatively more stage-enriched cell cycle-related genes were in UNMs than in other stages, and BCP had more signalling-related transcripts than other pollen, whereas UNMs had more stage-downregulated transcripts implicated in signalling, and cell cycle-related transcripts were greatly downregulated in BCP (Figure 3). As development advanced, transportation-related transcripts displayed statistical importance in TCP (Figure 4), and diverse wall-related and defence/stress-related transcripts accumulated to a high level during pollen maturity (Figure 3). Finally, relative to the smallest set of development stage-enriched genes at BCP, more diverse *cis*-elements were identified in the set as compared with the UNM and TCP sets (Additional file 10). Taken together, these data suggest that the shift may be essential to changes in development events from cell division and differentiation at early stages to maturation at late stages.

### Germinated pollen has a gene expression pattern similar to that of mature pollen

Transcription and translation inhibition experiments have shown that germination and early polar tube growth strictly depend on protein synthesis and are relatively independent of transcription in numerous plant species [14,18-20]. Transcriptome research of *Arabidopsis *pollen also suggested that the transcriptome of mature pollen skews toward pollen germination and tube growth [14]. Analysis of expression profiles of anther-expressed genes in rice indicated that genes possibly implicated in germination and pollen tube elongation are accumulated in late stages [32]. However, direct molecular evidence was lacking. Our data showed GPGs had a transcriptome profile most similar to MPGs (99%) (Additional file 3). Together with the proteome observations that the protein expression profiles of GPGs and MPGs mainly show variation in expression levels in rice [36] and *Gymnospermae pine *[37], our data clearly indicate that pollen germination and early tube growth mainly depend on these pre-synthesized mRNAs in mature pollen, at least in rice. In addition, our results showed several genes were up- or downregulated during germination (c0 and c2), and GPGs had a set of enriched transcripts. Therefore, these transcriptionally changed and GPG-enriched genes could be involved mainly in late tube growth and interaction with stigma cells and possibly play roles in germination and early tube growth. However, a recent transcriptome study demonstrated that hydrated pollen and pollen tubes have a larger number of newly expressed genes than do mature pollen [21]. This distinction may be associated with the different characteristics of rice and *Arabidopsis *pollen, but detailed studies are needed.

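HSF1, a heat shock factor gene, rose from MPGs to GPGs by log2 2.96 (SE 0.32, limma adjusted p = 1.1e-05; 627 ± 279 against 32.0 ± 16.9, mean ± SD, n = 3 each), LOGL6 by 2.81 (SE 0.41, 146.1 ± 90.3 in MPGs) and the replication factor gene RFC5 by 1.32 (SE 0.26). BIMK1, the stress-induced MAP kinase gene, fell by 2.53 (SE 0.28, limma adjusted p = 1.6e-05; 34.6 ± 6.1 against 467 ± 204), an aquaporin gene by −3.11 (SE 0.54), the proton pump gene LOC_Os02g55400 by −2.38 (SE 0.24, 1416 ± 291 against 7473 ± 695) and the villin gene VLN4 by −1.51 (SE 0.32, 9747 ± 818 against 27944 ± 2938). Of 36 actin and actin-binding probe sets 7 fell (limma camera adjusted p = 0.0044, adjusted p = 0.17 with an estimated correlation), and of 21 for starch synthesis 6 fell (0.0022, and 0.15 with an estimated correlation), with scaling to ribosomal protein signals turning both upward (13 and 7 rose). Of 28 DNA replication probe sets 4 rose (limma camera adjusted p = 1.3e-05, adjusted p = 0.082 with an estimated correlation), against 26 with ribosomal protein scaling, 2 at the same median and none with hybridisation or poly-A controls. In all 1427 rose and 2224 fell by limma with a spread pooled over the 8 groups, and 0 passed, with 11617 at unadjusted p under 0.05 in the pooled test, when the spread came from these 6 arrays alone. Scaling moved the split to 45 and 181 (hybridisation controls), 2 and 1 (poly-A controls), 530 and 543 (same median) and 23975 and 454 (ribosomal protein signals).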

### Pollen development and germination are stringently regulated by 26S proteasomes

As an important molecular feature, rice pollen preferentially accumulated large numbers of UPS transcripts (Additional file 7c). Importantly, among these transcripts, 406 transcripts (369 unigenes) encode F-box proteins, which represent more than half of the now-predicted potential F-box proteins (687) in the rice genome [38]. F-box proteins are considered to function as a key component of E3 ligase complexes to specifically recognize proteins targeted for degradation by UPS. Two E3 complexes, APC and Skp1/Cullin/F-box (SCF), are known to control cell cycle progression [39] by regulating the periodically selective degradation of cyclins and other cell cycle regulators such as CDC6 [40], CDT1a [41], E2Fc [42], and the CDK inhibitor ICK2/KRP2[43-45]. Most of the cell-cycle regulator transcripts mentioned above accumulated at the highest level in UNMs and were co-expressed with several F-box transcripts involved in APC, skp1 and cullin (Table 1 and Additional file 7e). This finding suggests that early-accumulated F-box transcripts are implicated in cell cycle regulation. However, our data showed 108 F-box transcripts accumulated at the highest level in UNMs. This preferential presence of multiple F-box transcripts in UNMs may imply other functions of F-box proteins besides cell cycle control.

In addition, 249 F-box transcripts showed preferential accumulation in pollen following completion of the cell cycle (Table 1). Accordingly, many F-box transcripts are enriched in sperm cells of *Arabidopsis *[15]. Although functions of F-box genes in pollen maturity, germination and tube growth still remain unidentified, several studies have revealed that in self-incompatible plants such as *Antirrhinum hispanicum, *the pollen-expressed F-box protein AhALF-S2 acts as a pollen determinant to control pollen function in the self-incompatible reaction [46], and UPS also has roles in regulating polarized cell morphogenesis [47]. *In vitro *experiments showed that inhibition of UPS activity strongly inhibited pollen germination in kiwifruit [48]. Together, these data indicate that multiple F-box transcripts, which are preferentially accumulated in pollen, are involved in pollen maturity, germination and tube growth after the completion of the cell cycle.

### Cell cycle transcripts show distinct early and late accumulation patterns

The formation of tricellular pollen involves PMI and PMII, and the fate of daughter cells is determined after PMI [1,5]. Consistent with this cellular feature, transcripts encoding key cell cycle proteins, including cdc2, CYCK1, CYCB, ASF1, FtsZ, MinD, GlsA and Hsp70, were accumulated preferentially in UNMs (Additional file 7e). Generally, during the cell cycle, different CDK/cyclin complexes activate substrates functioning in the G1-to-S and G2-to-M transition and then trigger the onset of DNA replication and mitosis, respectively [49]. CDKs (cdc2) and cyclins are core regulators in the cell cycle, and the activity of CDK/cyclin complexes is controlled by several regulators [6,45,49]. The histone chaperone ASF1 is predicted to participate in DNA damage repair and histone acetylation in the mitotic S phase, and depletion of ASF1 results in the accumulation of S-phase cells [50-52]. FtsZ is required for formation of the division ring in bacterial cell division [53], and the position of the FtsZ-based division ring is mainly determined by MinD [54,55]. The ring is involved in the position determination of cell division. GlsA and Hsp70 interact as partner chaperones to regulate asymmetric division in *Volvox carteri *[56,57]. These results suggest that these proteins and/or their interactions would be implicated in regulation of pollen cell cycle. However, we found most of these key cell-cycle protein transcripts were downregulated as pollen entered the BCP stage. 

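Replication genes fell from UNMs to BCP: MCM3 by log2 −2.57 (SE 0.26, limma adjusted p = 2.6e-07; 253 ± 73.7 against 1734 ± 315, mean ± SD, n = 3 each) and RPA32 by −2.57 (SE 0.28, 186 ± 44.1 against 1349 ± 251). So did the kinesin gene KIN10A (−3.50, SE 0.34; 127 ± 94.9 against 1694 ± 210.1) and the mitotic cyclin gene CYCB1-1 (−2.58, SE 0.42, limma adjusted p = 1.1e-04; 359 ± 139.9 against 2295 ± 178). Of 28 DNA replication probe sets 18 fell (limma camera adjusted p = 1.7e-12, and 0.018 with an estimated correlation, 9 fell with ribosomal protein and 10 with poly-A scaling), and of 37 kinesins 8 fell and 1 rose (0.0031, adjusted p = 0.072 with an estimated correlation, 4 fell with ribosomal protein and 13 with hybridisation control scaling). A list of 18 cell cycle probe sets, 5 of them from the paper's tables and so not independent evidence, had 5 falls and 2 rises (the same over the list alone, limma camera adjusted p = 0.20, and 0.25 with an estimated correlation). In the next step, from BCP to TCP, 9 of the 18 fell and 2 rose (the same over the list alone, limma camera adjusted p = 0.043, adjusted p = 0.078 with an estimated correlation, 1 fell and 4 rose with ribosomal protein scaling).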

Most of the preferentially expressed cell cycle-related transcripts in BCP and/or TCP were those encoding general enzyme proteins such as serine/threonine protein phosphatases PP2 and PP1, dihydrolipoamide dehydrogenase, and nucleoside diphosphate kinase (Additional file 7e). This result implies that these key cell-cycle protein transcripts expressed preferentially at the UNM phase may be essential for PMII, possibly through protein dephosphorylation/phosphorylation.

Impressively, large numbers of transcripts encoding cell-cycle core regulators CYCA, CYCB, CYCC and CDC2, mitosis checkpoint proteins, and mitotic entry/exit-related proteins cullin, skp1, Mob1, TDP and RAD23 were accumulated preferentially in MPGs and/or GPGs (Additional file 7e). A similar expression pattern was observed in *Arabidopsis *and soybean mature pollen [11,13]. In *Arabidopsis*, the sperm cells are in S-phase at anthesis, continue the cell cycle process during pollen tube growth and reach G2 just before fertilization, whereas the vegetative nucleus is arrested in G1[1]. The above results suggest these pre-synthesized cell-cycle transcripts at pollen maturity have roles in mitotic progression after fertilization.

### Kinases and phytohormones function in pollen germination and polar tube growth

Most of the transcripts encoding receptor/receptor-like kinases and those encoding calcium and phospholipid signalling-related kinases, MAPKs, WAKs and PTOs/PTIs displayed late accumulation patterns, with the highest levels in MPGs and/or GPGs (Table 1). Specifically, 87% of the identified pollen-preferential receptor kinase transcripts accumulated to the highest levels in MPGs and/or GPGs (Table 1). Calcium signal and calcium concentration gradients play important roles in pollen germination and polar tube growth [58,59]. Phosphoinositide kinases participate in the regulation of cytosolic Ca^2+ ^concentration by promoting Ca^2+ ^sequestration or mobilizing intracellular Ca^2+ ^stores [60]. Re-organization of the cytoskeleton is one of the early events after hydration of mature pollen grains, and MAP affects the dynamics of microtubule cytoskeleton by phosphorylating microtubule-associated proteins [61]. Receptor kinases are required for pollen maturity, tube growth and pollen-stigma interaction [62-64]. Together, these data suggest that late accumulated kinase transcripts are essential for pollen germination, tube growth and pollen-stigma interaction.

The importance of auxin and ethylene in pollen germination and tube growth has been a focus for a long time. In *Arabidopsis*, free IAA is lacking in very young pollen but is accumulated to extremely high levels in mature and germinated pollen; high IAA level is involved in the control of pollen tubes growth towards the egg cell in the ovule [65]. In rice, IAA is accumulated in anthers containing tricellular pollen [31]. Study of *Torenia fournier *revealed the roles of IAA in the increase of secretory vesicles, in enhanced synthesis of pectin and in the decrease of cellulose density in pollen tubes [66]. In rice pollen, 75% of the pollen-preferential auxin synthesis/signalling-related transcripts, which involve auxin-conjugated hydrolysis, efflux-carrier, transport and synthesis proteins (enzymes) (Additional file 7b), showed late accumulation patterns (c0, c1 and c2). The expression profile seems compatible with the high level accumulation of free IAA observed in *Arabidopsis *pollen [65] and mature rice anthers [31]. These lines of evidence suggest that changes in free IAA levels involve the combined effects of auxin biosynthesis, conjugation and transport during pollen development and maturity.

Ethylene is also required for pollen germination and tube growth because inhibitors of ethylene biosynthesis strongly retard pollen germination and tube growth [67-69]. Although several observations reveal that auxin initiates ethylene production in pollen [67], current data show that pollination-mediated initial burst of ethylene in the pistil regulates early tube growth [68,69]. Our study revealed 81% (22/27) of pollen-preferential ethylene signalling-related transcripts accumulated at the highest level in MPGs and/or GPGs, and most of them encode the components of ethylene signalling rather than ethylene synthesis enzymes such as ACC synthase and ACC oxidase (Additional file 7b). These data appear to be compatible with the model of auxin action in pollination, which assumes that auxin from pollen diffuses into the pistil, where auxin stimulates the production of ethylene, which in turn triggers pollen germination/tube growth and ovary development. This finding suggests that ethylene signalling may be required for pollen tube growth and coordination between pollen tubes and pistil cells by interacting with auxin signalling. This notion seems to be supported by the concordant expression of auxin and ethylene signalling transcripts in MPGs and GPGs in rice and the observation that ovary development and pollen germination/tube growth are coordinately regulated by auxin and ethylene following pollination in orchid [67].

## Conclusions

We analyzed the dynamic changes in genome-wide gene expression profiles of rice pollen during 5 sequential development stages, from microspore to germination. Overall, pollen development from microspores to mature pollen is associated with a great decrease in diversity of transcripts and the "U-type" change in the number of stage-enriched transcripts, with the lowest at the bicellular pollen stage. These features were conserved in the transcriptome of developing pollen of *Arabidopsis*. The gene expression profile of germinated pollen was similar to that of mature pollen. Our analysis also reveals that changes in functional groups of the stage-enriched and -downregulated transcripts and in expression patterns of pollen-preferential transcripts involving important regulatory proteins are compatible with the transition of distinct cellular events during pollen development and germination. A comparison showed that stage-enriched transcripts both in rice and *Arabidopsis *had similar distribution in most of functional terms but great difference in defence/stress response, signalling and transcription/RNA process. A proportion of rice pollen-preferential genes had no homologs in the *Arabidopsis *genome or their homologs were not expressed in *Arabidopsis *pollen. Several transcription factors were identified to be diverged in the two species. These data supply the first comprehensive and comparative molecular information for further understanding the mechanism underlying pollen development and germination.

## Methods

### Plant materials

Rice cultivar Zhonghua 10 (*Oryza sativa *L. ssp. *japonica*) was used for this study. Roots and leaves were collected from 2-week-old seedlings grown in a climate chamber under a 12-hr light/12-hr dark cycle at 28°C. Callus cells were induced from rice seeds on N6 solid medium containing 2,4-D (2 mg/L) in the dark at 25°C for approximately 1 month. Other materials described below were harvested from rice plants grown under natural conditions in the growing season (from May to September) in Beijing, China.

### Pollen isolation and purification

For pollen isolation, rice anther samples were first classified into uninucleate, bicellular, immature tricellular stages by the distance between auricles of the last two leaves and the length of the panicle and the floret [70,71]. Then, uninucleate mcirospores (UNMs), bicellular pollen (BCP), and immature tricellular pollen (TCP) were isolated from the classified anthers at the corresponding stages.

UNMs and TCP were prepared as follows: the anthers at the uninucleate and tricellular stages were crashed gently in 0.4 M mannitol at 4°C; the resulting slurry was filtered through 150 μm and subsequent 100 μm nylon mesh to remove anther debris, through 60 μm nylon mesh to remove cell debris, and finally through 30 μm nylon mesh to collect pollen. Bicellular pollen (BCP) was collected as described [14] with several modifications. Briefly, the anthers containing BCP were collected and gently ground in 0.4 M mannitol at 4°C. After filtering subsequently through 150 μm and 60 μm nylon mesh, the pollen was harvested by centrifugation at 500 *g *for 5 min at 4°C, and then purified by 25%/30%/45%/80% Percoll (Pharmacia) step gradient under 500 *g *centrifugation for 5 min at 4°C. Resulting BCP cells were collected from the 30%/45% fraction, pelleted by centrifugation at 500 *g *for 5 min at 4°C, and washed with 0.4 M mannitol. Mature pollen grains (MPGs) were collected at anthesis stage [22]. Germinated pollen grains (GPGs) were obtained as described [22,36]. The purity of the isolated pollen was determined by examination on light microscopy (Carl Zeiss) after 4',6-diaminophenylindole (DAPI) (Molecular Probes) staining, and viability of mature pollen was assessed by fluorescein 3',6'-diacetate (FDA) staining [72]. Germination ratio of mature pollen grains was evaluated on microscopy after culture in germination medium *in vitro *(Carl Zeiss).

### RNA extraction

Total RNA was extracted from sporophytic tissues and isolated pollen at individual development stage by use of RNAplant reagents (Tiangen Biotech) and purified by use of the RNeasy Plant Kit (Qiagen) according to the manufacturer's instruction. The yield and purity of RNA were determined spectrophotometrically (Beckman Coulter DU640).

### Affymetrix GeneChip hybridization and data analysis

For Affymetrix GeneChip analysis, 8 μg of total RNA was used for making biotin-labeled cRNA targets. All the procedures for cDNA and cRNA synthesis, cRNA fragmentation, hybridization, washing and staining, and scanning were conducted according to the GeneChip Standard Protocol (Eukaryotic Target Preparation, Affymetrix). The poly-A RNA Control and One-Cycle cDNA Synthesis kits were used in this experiment as described at the website http://www.affymetrix.com/products/arrays/specific/rice.affx. Information about the GeneChip^® ^Rice Genome Array (MAS 5.0) could be accessed from the Affymetrix website http://www.affymetrix.com/products/arrays/specific/rice.affx. GCOS software (Affymetrix GeneChip Operating Software) was used for data collection and normalization. Overall intensities of all probe sets of each array were scaled to 500 to guarantee that hybridization intensity of all arrays was equivalent, and each probe set was assigned a "P" (present), "A" (absent) or "M" (missing) value and *p*-value from algorithms in GCOS. Correlation coefficient values were calculated for replicate experiments of different tissues, and the correlation of means for different tissues from replicated experiments was calculated. The percentage of probe sets that were present ("P") in each array was listed and compared. To identify genes expressed preferentially in rice pollen, the *Z-*score transformation normalization method was used to compare expression levels of genes from pollen at individual stages and sporophytic tissues and to directly calculate significant changes in gene expression between different samples. Z-scores were calculated by dividing the difference between the pollen (X_i_, median of triplicates) and the sporophytic tissue (μ, mean) with the standard deviation (SD) of all of the other tissues by the following equation:

During Z-score calculation, we made a slight change by not including the value of specific stage of pollen for measuring μ and SD.

To identify probe sets expressed preferentially in pollen as compared with sporophytic tissues, we measured the relative ratio between pollen and other samples using the following equation:

where P, S, R and L represent the expression level of a given gene in pollen, callus cells, roots and leaves, respectively.

For identification of probe sets expressed preferentially in each stage of pollen development, all three distinct sporophytic tissues were used as controls, and the relative ratio was measured by use of the following equation:

where *Px, S, R, L *and *P *represent expression levels of genes in pollen at each stage, in callus cells, roots, leaves and a given pollen sample, respectively.

### Bioinformatics analyses

The molecular function and cellular component term "enrichment status" and "hierarchy" of pollen-enriched genes were analyzed by use of EasyGo software (a web server, http://bioinformatics.cau.edu.cn/easygo/) [73].

Expression pattern analysis was performed with the mean values of replicates with use of GeneCluster 2.0 http://www.broad.mit.edu/cancer/software/genecluster2/gc2.html, which allows for visualizing the profile of each cluster. After being normalized to mean 0 and variance 1, clusters were created with default parameters, except for cluster range 3-7. Different cluster ranges were compared, and the range of 5 was selected because the distribution of functional categories between clusters possessed the most significant difference (χ2 20 DF, 56.00, p ≤ 0.01).

### Real-time quantitative RT-PCR

Total RNA was prepared as described above from each of three independent biological samples for each material. Real-time quantitative RT-PCR was performed as described [27]. Briefly, 2.5 μg of total RNA was used for first-strand cDNA synthesis with use of ReverTra Ace (TOYOBO). The cDNA samples were diluted to 2.5 ng/μl. Triplicate quantitative assays were performed with use of the Stratagene Mx3000P system (Applied Biosystems) with 4 μL of each cDNA dilution and the Power SYBR Green Master mix (Applied Biosystems) according to the manufacturer's protocol. Gene-specific primers were designed by use of PRIMEREXRESS software (Applied Biosystems). The relative quantification method (delta-delta threshold cycle) was used to evaluate quantitative variation between the three independent replicates. Amplification of 18S rRNA was used as an internal control to normalize all data.

### *Cis*-elements analysis

The Element software http://element.cgrb.oregonstate.edu/element_about.html was used for *cis*-element search in the promoter regions of stage-enriched genes. In the database, the promoter sequences for rice genes were mainly from IRGSP Rice (*Oryza sativa *ssp. japonica). We selected a 2,000-bp promoter region in each gene to search for the possible *cis*-element using the TIGR locus ID. The background model statistics were derived from the frequencies of all possible 3-8 mer words in the upstream sequences of 34,967 non-transposable-element-related japonica rice genes (based on TIGR version 5) in Affymetrix rice microarrays.

## Authors' contributions

TW and YX designed the experiments and wrote the paper. LQW performed most of the experiments (pollen isolation and purification, RNA extraction, qRT-PCR, data analysis) and wrote the draft of the paper. WYX was responsible for the Affymetrix GeneChip hybridization and most of the data analysis. ZS analysed the data and designed the primers for qRT-PCR. ZYD revised and proofread the paper. All the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Expression profiles of the 54 genes examined by quantitative RT-PCR. Click here for file

Additional file 2 The number of transcripts/genes expressed in rice and *Arabidopsis *pollen. Click here for file

Additional file 3 Correlation coefficients among transcriptome profiles from callus cells and pollen at each stage. Click here for file

Additional file 4 Transcripts with different expression patterns. Click here for file

Additional file 5 Stage-enriched and down-regulated transcripts and their functional categories in rice pollen. Click here for file

Additional file 6 Gene Ontology (GO) term "enrichment status" for the pollen stage down-regulated genes in MPGs and GPGs. Click here for file

Additional file 7 **Pollen-preferential transcripts of transcription factors (Additional file**7**a), phytohormones (Additional file**7**b**), **the unbiquitin/26 S proteasome system (Additional file**7c**), kinases (Additional file**7d**), cell cycle regulation (Additional file**7**e) anddefense/stress responders (Additional file**7**f) and their expression patterns.** Click here for file

Additional file 8 Comparison of pollen preferential and stage-enriched genes in rice with those in *Arabidopsis*. Click here for file

Additional file 9 Comparison of transcription factors expressed preferentially in rice and *Arabidopsis *pollen. Click here for file

Additional file 10 ***Cis***-**elements identified in the promoter regions of stage-enriched genes.** Click here for file

Additional file 11 Comparison of functional groups of stage-enriched genes during pollen development between rice and A*rabidopsis*. Click here for file

Additional file 12 Stage-enriched genes and their functional categories in *Arabidopsis *pollen. Click here for file

## References

[B1] BorgMBrownfieldLTwellDMale gametophyte development: a molecular perspectiveJournal of experimental botany20096051465147810.1093/jxb/ern35519213812

[B2] McCormickSControl of male gametophyte developmentPlant Cell200416SupplS14215310.1105/tpc.01665915037731PMC2643393

[B3] MaHMolecular genetic analyses of microsporogenesis and microgametogenesis in flowering plantsAnnu Rev Plant Biol20055639343410.1146/annurev.arplant.55.031903.14171715862102

[B4] SinghMBBhallaPLControl of male germ-cell development in flowering plantsBioessays200729111124113210.1002/bies.2066017935220

[B5] SinghMBhallaPRussellSMolecular repertoire of flowering plant male germ cellsSexual Plant Reproduction2008211273610.1007/s00497-008-0067-y

[B6] BrownfieldLHafidhSDurbarryAKhatabHSidorovaADoernerPTwellDArabidopsis DUO POLLEN3 is a key regulator of male germline development and embryogenesisPlant Cell20092171940195610.1105/tpc.109.06637319638475PMC2729611

[B7] BrownfieldLHafidhSBorgMSidorovaAMoriTTwellDA plant germline-specific integrator of sperm specification and cell cycle progressionPLoS genetics200953e100043010.1371/journal.pgen.100043019300502PMC2653642

[B8] TwellDOhSAHonysDPollen Development, a Genetic and Transcriptomic ViewThe Pollen Tube20061545full_text

[B9] BeckerJDBoavidaLCCarneiroJHauryMFeijoJATranscriptional profiling of Arabidopsis tissues reveals the unique characteristics of the pollen transcriptomePlant Physiol2003133271372510.1104/pp.103.02824114500793PMC219046

[B10] HonysDTwellDComparative analysis of the Arabidopsis pollen transcriptomePlant Physiol2003132264065210.1104/pp.103.02092512805594PMC167004

[B11] PinaCPintoFFeijo'JABeckerDJrGene family analysis of the Arabidopsis pollen transcriptome reveals biological implications for cell growth, division control, and gene expression regulationPlant Physiol200513874475610.1104/pp.104.05793515908605PMC1150393

[B12] LeeJYLeeDHUse of serial analysis of gene expression technology to reveal changes in gene expression in Arabidopsis pollen undergoing cold stressPlant Physiol200313251752910.1104/pp.103.02051112805584PMC166994

[B13] HaerizadehFWongCEBhallaPLGresshoffPMSinghMBGenomic expression profiling of mature soybean (Glycine max) pollenBMC Plant Biol200992510.1186/1471-2229-9-2519265555PMC2660330

[B14] HonysDTwellDTranscriptome analysis of haploid male gametophyte development in *Arabidopsis*Genome Biol2004511R8510.1186/gb-2004-5-11-r8515535861PMC545776

[B15] BorgesFGomesGGardnerRMorenoNMcCormickSFeijoJABeckerJDComparative transcriptomics of Arabidopsis sperm cellsPlant Physiol200814821168118110.1104/pp.108.12522918667720PMC2556834

[B16] VerelstWTwellDde FolterSImminkRSaedlerHMunsterTMADS-complexes regulate transcriptome dynamics during pollen maturationGenome Biol2007811R24910.1186/gb-2007-8-11-r24918034896PMC2258202

[B17] CheungAYWuHMStructural and signaling networks for the polar cell growth machinery in pollen tubesAnnu Rev Plant Biol20085954757210.1146/annurev.arplant.59.032607.09292118444907

[B18] MascarenhasJPMolecular mechanisms of pollen tube growth and differentiationPlant Cell19935101303131410.1105/tpc.5.10.130312271030PMC160363

[B19] HaoHLiYHuYLinJInhibition of RNA and protein synthesis in pollen tube development of *Pinus bungeana *by actinomycin D and cycloheximideNew Phytol2005165372172910.1111/j.1469-8137.2004.01290.x15720683

[B20] WangMLHsuCMChangLCWangCSSuTHHuangYJJiangLJauhGYGene expression profiles of cold-stored and fresh pollen to investigate pollen germination and growthPlant Cell Physiol200445101519152810.1093/pcp/pch17415564535

[B21] WangYZhangWZSongLFZouJJSuZWuWHTranscriptome Analyses Show Changes in Gene Expression to Accompany Pollen Germination and Tube Growth in ArabidopsisPlant Physiol200814831201121110.1104/pp.108.12637518775970PMC2577266

[B22] DaiSLiLChenTChongKXueYWangTProteomic analyses of *Oryza sativa *mature pollen reveal novel proteins associated with pollen germination and tube growthProteomics2006682504252910.1002/pmic.20040135116548068

[B23] FuJHLeiLGChenLBQiuGZWall ultrastructure and cytochemistry and the longevity of pollen of three grass speciesAustralian Journal of Botany200149677177610.1071/BT00085

[B24] SongZPLuBRWangBChenJKFitness estimation through performance comparison of F1 hybrids with their parental species *Oryza rufipogon *and *O. sativa*Ann Bot (Lond)200493331131610.1093/aob/mch036PMC424219714724120

[B25] ZikMIrishVFFlower development: initiation, differentiation, and diversificationAnnual review of cell and developmental biology20031911914010.1146/annurev.cellbio.19.111301.13463514570566

[B26] RussellSDBhallaPLSinghMBTranscriptome-based examination of putative pollen allergens of rice (Oryza sativa ssp. japonica)Mol Plant20081575175910.1093/mp/ssn03619825578

[B27] LiMXuWYangWKongZXueYGenome-wide gene expression profiling reveals conserved and novel molecular functions of the stigma in ricePlant Physiol200714441797181210.1104/pp.107.10160017556504PMC1949881

[B28] FuYWuGYangZRop GTPase-dependent dynamics of tip-localized F-actin controls tip growth in pollen tubesJ Cell Biol200115251019103210.1083/jcb.152.5.101911238457PMC2198818

[B29] MaJSkibbeDSFernandesJWalbotVMale reproductive development: gene expression profiling of maize anther and pollen ontogenyGenome Biol2008912R18110.1186/gb-2008-9-12-r18119099579PMC2646285

[B30] WangZLiangYLiCXuYLanLZhaoDChenCXuZXueYChongKMicroarray analysis of gene expression involved in anther development in rice (Oryza sativa L.)Plant Mol Biol20055872173710.1007/s11103-005-8267-416158245

[B31] HiranoKAyaKHoboTSakakibaraHKojimaMShimRAHasegawaYUeguchi-TanakaMMatsuokaMComprehensive transcriptome analysis of phytohormone biosynthesis and signaling genes in microspore/pollen and tapetum of ricePlant & cell physiology200849101429145010.1093/pcp/pcn123PMC256692518718932

[B32] HoboTSuwabeKAyaKSuzukiGYanoKIshimizuTFujitaMKikuchiSHamadaKMiyanoMFujiokaTKanekoFKazamaTMizutaYTakahashiHShionoKNakazonoMTsutsumiNNagamuraYKurataNWatanabeMMatsuokaMVarious Spatiotemporal Expression Profiles of Anther-Expressed Genes in RicePlant Cell Physiol200849101417142810.1093/pcp/pcn12818776202PMC2566926

[B33] WilsonZAZhangDBFrom Arabidopsis to rice: pathways in pollen developmentJournal of experimental botany20096051479149210.1093/jxb/erp09519321648

[B34] MaLChenCLiuXJiaoYSuNLiLWangXCaoMSunNZhangXBaoJLiJPedersenSBolundLZhaoHYuanLWongGK-SWangJDengXWWangJA microarray analysis of the rice transcriptome and its comparison to ArabidopsisGenome Research2005151274128310.1101/gr.365740516140994PMC1199542

[B35] BedingerPAEdgertonMDDevelopmental staging of maize microspores reveals a transition in developing microspore proteinsPlant Physiol199092247447910.1104/pp.92.2.47416667300PMC1062316

[B36] DaiSChenTChongKXueYLiuSWangTProteomics identification of differentially expressed proteins associated with pollen germination and tube growth reveals characteristics of germinated *Oryza sativa *pollenMol Cell Proteomics2007622072301713262010.1074/mcp.M600146-MCP200

[B37] FernandoDDCharacterization of pollen tube development in *Pinus strobus *(Eastern white pine) through proteomic analysis of differentially expressed proteinsProteomics20055184917492610.1002/pmic.20050000916247732

[B38] JainMNijhawanAAroraRAgarwalPRaySSharmaPKapoorSTyagiAKKhuranaJPF-Box proteins in rice. Genome-wide analysis, classification, temporal and spatial gene expression during panicle and seed development, and regulation by light and abiotic stressPlant Physiol200714341467148310.1104/pp.106.09190017293439PMC1851844

[B39] VodermaierHCAPC/C and SCF: controlling each other and the cell cycleCurr Biol20041418R78779610.1016/j.cub.2004.09.02015380093

[B40] CastellanoMMdel PozoJCRamirez-ParraEBrownSGutierrezCExpression and stability of Arabidopsis CDC6 are associated with endoreplicationPlant Cell200113122671268610.1105/tpc.13.12.267111752380PMC139481

[B41] Castellano MdelMBoniottiMBCaroESchnittgerAGutierrezCDNA replication licensing affects cell proliferation or endoreplication in a cell type-specific mannerPlant Cell20041692380239310.1105/tpc.104.02240015316110PMC520940

[B42] del PozoJCBoniottiMBGutierrezCArabidopsis E2Fc functions in cell division and is degraded by the ubiquitin-SCF^AtSKP2 ^pathway in response to lightPlant Cell200214123057307110.1105/tpc.00679112468727PMC151202

[B43] LaiJChenHTengKZhaoQZhangZLiYLiangLXiaRWuYGuoHXieQRKP, a RING finger E3 ligase induced by BSCTV C4 protein, affects geminivirus infection by regulation of the plant cell cyclePlant J200957590591710.1111/j.1365-313X.2008.03737.x19000158

[B44] LiuJZhangYQinGTsugeTSakaguchiNLuoGSunKShiDAkiSZhengNAoyamaTOkaAYangWUmedaMXieQGuHQuLJTargeted degradation of the cyclin-dependent kinase inhibitor ICK4/KRP6 by RING-type E3 ligases is essential for mitotic cell cycle progression during *Arabidopsis *gametogenesisPlant Cell20082061538155410.1105/tpc.108.05974118552199PMC2483368

[B45] KimHJOhSABrownfieldLHongSHRyuHHwangITwellDNamHGControl of plant germline proliferation by SCF(FBL17) degradation of cell cycle inhibitorsNature200845572161134113710.1038/nature0728918948957

[B46] QiaoHWangHZhaoLZhouJHuangJZhangYXueYThe F-box protein AhSLF-S_2 _physically interacts with S-RNases that may be inhibited by the ubiquitin/26S proteasome pathway of protein degradation during compatible pollination in AntirrhinumPlant Cell200416358259510.1105/tpc.01767314973168PMC385274

[B47] DittmarGAWilkinsonCRJedrzejewskiPTFinleyDRole of a ubiquitin-like modification in polarized morphogenesisScience200229555642442244610.1126/science.106998911923536

[B48] SperanzaAScocciantiVCrinelliRCalzoniGLMagnaniMInhibition of proteasome activity strongly affects kiwifruit pollen germination. Involvement of the ubiquitin/proteasome pathway as a major regulatorPlant Physiol200112631150116110.1104/pp.126.3.115011457965PMC116471

[B49] FrancisDThe plant cell cycle--15 years onNew Phytol2007174226127810.1111/j.1469-8137.2007.02038.x17388890

[B50] SanematsuFTakamiYBarmanHKFukagawaTOnoTShibaharaKNakayamaTAsf1 is required for viability and chromatin assembly during DNA replication in vertebrate cellsJ Biol Chem200628119138171382710.1074/jbc.M51159020016537536

[B51] RechtJTsubotaTTannyJCDiazRLBergerJMZhangXGarciaBAShabanowitzJBurlingameALHuntDFKaufmanPDAllisCDHistone chaperone Asf1 is required for histone H3 lysine 56 acetylation, a modification associated with S phase in mitosis and meiosisProc Natl Acad Sci USA2006103186988699310.1073/pnas.060167610316627621PMC1459006

[B52] KatsESEnserinkJMMartinezSKolodnerRDThe Saccharomyces cerevisiae Rad6 postreplication repair and Siz1/Srs2 homologous recombination-inhibiting pathways process DNA damage that arises in asf1 mutantsMol Cell Biol200929195226523710.1128/MCB.00894-0919635810PMC2747975

[B53] LanGDanielsBRDobrowskyTMWirtzDSunSXCondensation of FtsZ filaments can drive bacterial cell divisionProc Natl Acad Sci USA2009106112112610.1073/pnas.080796310619116281PMC2629247

[B54] ZhangMHuYJiaJGaoHHeYA plant MinD homologue rescues Escherichia coli HL1 mutant (DeltaMinDE) in the absence of MinEBMC Microbiol2009910110.1186/1471-2180-9-10119457228PMC2691406

[B55] ShenBLutkenhausJThe conserved C-terminal tail of FtsZ is required for the septal localization and division inhibitory activity of MinC(C)/MinDMol Microbiol200972241042410.1111/j.1365-2958.2009.06651.x19415799PMC2759774

[B56] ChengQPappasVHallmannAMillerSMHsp70A and GlsA interact as partner chaperones to regulate asymmetric division in *Volvox*Dev Biol2005286253754810.1016/j.ydbio.2005.08.02816168403

[B57] PappasVMillerSMFunctional analysis of the Volvox carteri asymmetric division protein GlsAMech Dev20091261084285110.1016/j.mod.2009.07.00719646527

[B58] MalhoRLiuQMonteiroDRatoCCamachoLDinisASignalling pathways in pollen germination and tube growthProtoplasma20062281-3213010.1007/s00709-006-0162-616937051

[B59] CardenasLLovy-WheelerAKunkelJGHeplerPKPollen tube growth oscillations and intracellular calcium levels are reversibly modulated by actin polymerizationPlant Physiol200814641611162110.1104/pp.107.11303518263780PMC2287337

[B60] XuJBrearleyCALinWHWangYYeRMueller-RoeberBXuZHXueHWA Role of Arabidopsis Inositol Polyphosphate Kinase, AtIPK2a, in Pollen Germination and Root GrowthPlant Physiol200513719410310.1104/pp.104.04542715618435PMC548841

[B61] Heberle-BorsEVoroninVTouraevASanchez TestillanoPRisueñoMCWilsonCMAP kinase signaling during pollen developmentSex Plant Reprod2001141151910.1007/s004970100087

[B62] KaothienPOkSHShuaiBWengierDCotterRKelleyDKiriakopolosSMuschiettiJMcCormickSKinase partner protein interacts with the LePRK1 and LePRK2 receptor kinases and plays a role in polarized pollen tube growthPlant J20054249250310.1111/j.1365-313X.2005.02388.x15860008

[B63] BecraftPWReceptor kinase signaling in plant developmentAnnu Rev Cell Dev Biol20021816319210.1146/annurev.cellbio.18.012502.08343112142267

[B64] ShiuSHBleeckerABPlant receptor-like kinase gene family: diversity, function, and signalingSci STKE20012001113RE2210.1126/stke.2001.113.re2211752632

[B65] AloniRAloniELanghansMUllrichCIRole of auxin in regulating *Arabidopsis *flower developmentPlanta200622331532810.1007/s00425-005-0088-916208486

[B66] WuJZLinYZhangXLPangDWZhaoJIAA stimulates pollen tube growth and mediates the modification of its wall composition and structure in *Torenia fournieri*J Exp Bot20085992529254310.1093/jxb/ern11918544613PMC2423660

[B67] ZhangXSO'NeillSDOvary and gametophyte development are coordinately regulated by auxin and ethylene following pollinationPlant Cell19935440341810.1105/tpc.5.4.40312271070PMC160280

[B68] MartinisDDCottiGHekkerStLHarrenFJMMarianiCEthylene response to pollen tube growth in *Nicotiana tabacum *flowersPlanta200221480681210.1007/s00425-001-0684-211882951

[B69] HoldenMJMartyJASingh-CundyAPollination-induced ethylene promotes the early phase of pollen tube growth in *Petunia inflata*J Plant Physiol2003160326126910.1078/0176-1617-0092912749083

[B70] ItohJNonomuraKIkedaKYamakiSInukaiYYamagishiHKitanoHNagatoYRice plant development: from zygote to spikeletPlant Cell Physiol2005461234710.1093/pcp/pci50115659435

[B71] KerimTIminNWeinmanJJRolfeBGProteome analysis of male gametophyte development in rice anthersProteomics20033573875110.1002/pmic.20030042412748952

[B72] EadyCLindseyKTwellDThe significance of microspore division and division symmetry for vegetative cell-specific transcription and generative cell differentiationPlant Cell199571657410.1105/tpc.7.1.6512242352PMC160765

[B73] ZhouXSuZEasyGO: Gene ontology-based annotation and functional enrichment analysis tool for agronomical speciesBMC genomics2007824610.1186/1471-2164-8-24617645808PMC1940007

# Supplementary material for: Genome-scale analysis and comparison of gene expression profiles in developing and germinated pollen in Oryza sativa
**Source:** BMC Genomics. 2010 May 28;11:338. doi: 10.1186/1471-2164-11-338
**Supplement:** Additional file 3 — Correlation coefficients among transcriptome profiles from callus cells and pollen at each stage.

**Additional file 3: Correlation coefficients among transcriptome profiles from callus cells and pollen at each stage.**

|  | **UNM** | **BCP** | **TCP** | **MPG** | **GPG** |
| --- | --- | --- | --- | --- | --- |
| **Callus cells** | 0.72 | 0.59 | 0.29 | 0.11 | 0.12 |
| **UNM** |  | 0.82 | 0.40 | 0.13 | 0.13 |
| **BCP** |  |  | 0.69 | 0.31 | 0.30 |
| **TCP** |  |  |  | 0.76 | 0.75 |
| **MPG** |  |  |  |  | **0.99** |

The average values of three independently replicated experiments for each sample were used for correlation analysis. The numbers represented the correlation coefficients (r-value) between a pairwise pair.

# Supplementary material for: Genome-scale analysis and comparison of gene expression profiles in developing and germinated pollen in Oryza sativa
**Source:** BMC Genomics. 2010 May 28;11:338. doi: 10.1186/1471-2164-11-338
**Supplement:** Additional file 6 — Gene Ontology (GO) term "enrichment status" for the pollen stage down-regulated genes in MPGs and GPGs.

## Slide 1

Additional file 6. Gene Ontology (GO) term “enrichment status” for the pollen stage down regulated genes in MPGs and GPGs.
A, term enrichment levels along with the GO term hierarchy within the “biological process” branch in MPGs;
 B, term enrichment levels along with the GO term hierarchy within the “cellular component” branch in MPGs;
C, term enrichment levels along with the GO term hierarchy within the “molecular function” branch in MPGs;
D, term enrichment levels along with the GO term hierarchy within the “biological process” branch in GPGs;
E, term enrichment levels along with the GO term hierarchy within the “cellular component” branch in GPGs;
F, term enrichment levels along with the GO term hierarchy within the “molecular function” branch in GPGs;
G, color scale shows the p-value cutoff levels for each biological process. The deeper colors represent the more significant biological processes in the putative pollen pathway.
The classification terms and their serial numbers are represented as rectangles. The numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The graph displays the classification term enrichment status and term hierarchy.

## Slide 2

A, term enrichment levels along with the GO term hierarchy within the “biological process” branch in MPGs

## Slide 3

B, term enrichment levels along with the GO term hierarchy within the “cellular component” branch in MPGs

## Slide 4

C, term enrichment levels along with the GO term hierarchy within the “molecular function” branch in GPGs

## Slide 5

D, term enrichment levels along with the GO term hierarchy within the “biological process” branch in GPGs

## Slide 6

E, term enrichment levels along with the GO term hierarchy within the “cellular component” branch in GPGs

## Slide 7

F, term enrichment levels along with the GO term hierarchy within the “molecular function” branch in GPGs

## Slide 8

G, Color scale shows the p-value cutoff levels for each biological process. The deeper colors represent the more significant biological processes in the putative pollen pathway.

# Supplementary material for: Genome-scale analysis and comparison of gene expression profiles in developing and germinated pollen in Oryza sativa
**Source:** BMC Genomics. 2010 May 28;11:338. doi: 10.1186/1471-2164-11-338
**Supplement:** Additional file 11 — Comparison of functional groups of stage-enriched genes during pollen development between rice and Arabidopsis.

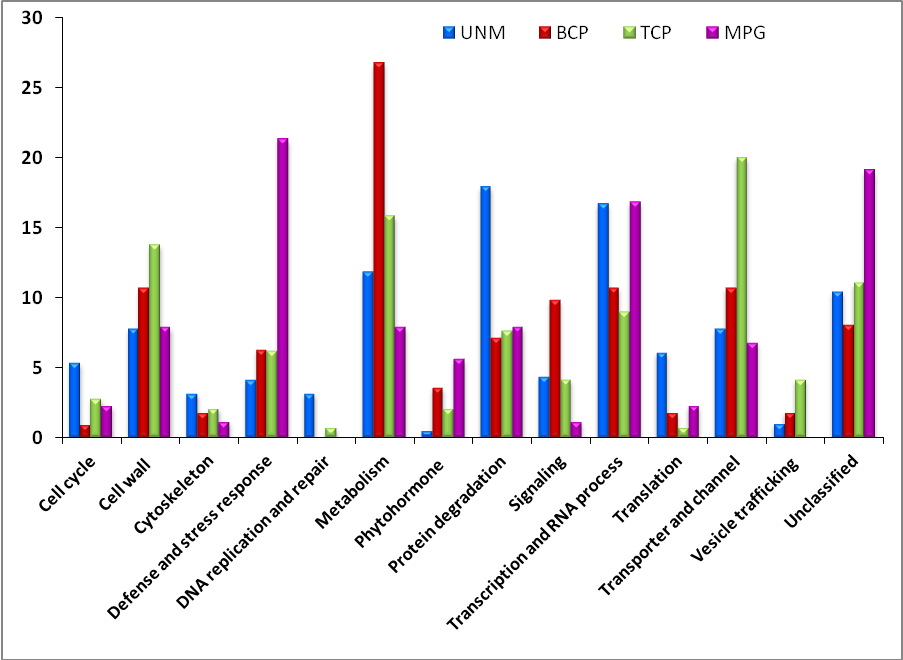

Rice

*Arabidopsis*

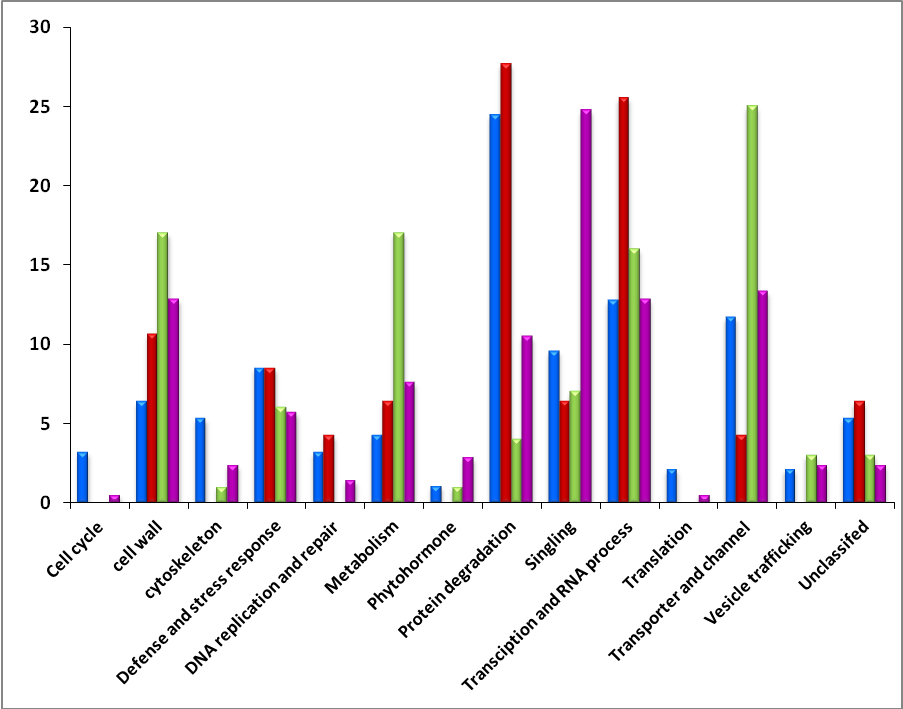

**Additional file 11. Comparison of functional groups of stage-enriched genes during pollen development between rice and A*rabidopsis*.**

The columns demonstrate the percentage of each group in the respective stage. Corresponding detailed information is listed in Additional file 5a and b for rice, and Additional file 12 for *Arabidopsis*.

How the deposited data were processed for this re-analysis (not part of the article)

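The data are the signals of 24 Affymetrix Rice Genome Arrays, 3 for each of 8 tissues: uninucleate microspores (UNM), bicellular pollen (BCP), tricellular pollen (TCP), mature pollen grains (MPG), germinated pollen grains (GPG), callus, leaf and root. The deposited unit is a signal intensity on a linear scale, which the authors made from the scanned arrays with GCOS and the MAS5 method according to the submitters' notes, scaling each array to a target of 500. In the deposited table the 2% trimmed mean of every array is 500.1. Of 57381 probe sets 123 array controls were left out, and 57258 were analysed. Arrays were grouped by their sample labels, and all 24 columns were mapped. The paper describes the replicates as 3 independent biological replicates. For 18512 of the 18528 array values of Additional file 7a the deposited value lies within 0.1, which checked the column mapping. Detection calls, scanned images and the qRT-PCR raw cycles were not analysed here.

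Signals were compared with limma 3.58.1 in R 4.3.3, as log2 of the signal plus 50, with 1 mean per tissue and the spread pooled over all tissues. Probe sets needed a signal of 100 in 3 arrays, which left 47589. The comparisons were BCP against UNM, TCP against BCP, MPG against TCP, GPG against MPG, and the mean of the 5 pollen stages against the mean of the 3 sporophytic tissues. A change counted at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of 1. Gene lists were tested with camera of limma at an inter-gene correlation of 0.01, and again with the correlation estimated from the residuals, with lists of at least 5 probe sets. The limits in the paper's rules come from its methods. For the stage-enriched and pollen-preferential rules, the highest single array and the form of the SD were read from the ratios and Z in its supplementary tables. Counts close to the paper's are therefore no independent check of these rules. A stage-enriched probe set has a median at least 2.0 times the highest of the 21 other arrays and a Z of at least 3.75, a stage-downregulated one a ratio of at most 0.5 and a Z of at most −3.75 (relaxed, below −1.7245), and a pollen-preferential one a ratio of at least 2.0 and a Z of at least 3.19 against the sporophytic arrays. The paper does not state what the ratio of a stage-downregulated probe set is taken to, and the lowest of the 21 other arrays was assumed. Correlations are Pearson r between mean signals, or exact permutation tests over the 8 tissues for qRT-PCR. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 did the rest.

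Gene names come from the RefSeq annotation of the rice genome, matched through the array's probe table. Of the analysed probe sets 22436 match 1 gene, 95 several and 34727 none, and 3193 carry an informative name. Another 1103 are named only through the paper's supplementary tables, with locus numbers. Of these tables 817 rows of Additional file 5a, 127 of 7b and 1997 of 8a were used, and all 772 of 7a. No overlap or enrichment test is reported for a list drawn wholly from the shortened ones, and where a printed list holds members from the paper's tables their number is given.

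The naming rule was fixed before the deposited table was examined, but after values in the paper's supplementary tables had been seen. It takes the 10 most raised and 10 most lowered named genes per comparison and up to 4 per list and direction. It names many more genes than the text can hold. The 72 genes printed with a log2 fold change were selected among them after their values were seen, with a lean to large changes, and the genes described only by stage means were also picked after their values were seen. In the same way 30 list tests are printed out of 410, of which 77 had a camera adjusted p under 0.05 and 30 with an estimated correlation. Of the 30 printed these numbers are 27 and 13. Families were built from RefSeq names after the data had been seen, so that no member comes from the paper's tables, some families whose members do not do what the name says were left aside, and parts of this kind in printed families are named there. The 7 correlation pairs printed were also picked after their values were seen.

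Before the data were examined 47 alternatives had been set down, on the offset, filter, normalization, limits, design, correlation measure and each left-out replicate. After the data had been seen 6 were added: scaling to the 9 hybridisation control probe sets for the tests and for the paper's rules, scaling to the 12 poly-A control probe sets, a floor of 200, families by RefSeq name, and correlations that include the control probe sets. The poly-A alternative was removed from the plan once before it had been run, then restored and run. Scaling to ribosomal protein signals rests on 5 probe sets from the paper's tables. The closing section gives the effect of all of these.

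The methods were tested on simulated data. For BCP against UNM with 48039 probe sets tested, the simulation recovered 21, 37, 50 and 50 of 50 planted changes at log2 1.5, 2, 3 and 4, with 12 false calls among 170. The simulation gave each probe set the same spread in all tissues and planted changes in this pair only. It cannot speak for comparisons with MPGs or GPGs, whose replicates agree less on log2 signals. With 3 arrays per tissue smaller changes are often missed.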

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

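All tests reported in this part were written down before their results were seen, except the scaling to hybridisation controls, which was added after the data had been examined.

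The geometric mean of the 9 hybridisation control probe sets averaged 20734.0 over the 6 MPG and GPG arrays against 3533 over the other 18, a signal in controls that the paper did not analyse. This bears on the pattern that 43.9% of the probe sets pass the pollen-preferential rule, most with their peak in MPGs or GPGs. The geometric mean of the poly-A controls was 4155 ± 5016 (mean ± SD) on the MPG and GPG arrays and 784 ± 323 on the others, with overlapping ranges. If hybridisation control RNA was added in equal amounts, which the paper does not state, brighter controls after scaling to 500 go with dimmer sample RNA on these arrays. With scaling to the controls 0.213 of the 25110 probe sets remained, consistent with a large part of the number coming from the common target of 500. Signals near background cannot be told apart from low but real expression, since 0.690 remained with signals under 100 set to 100, and 9915 probe sets had the highest median in MPGs where the paper's own tables count 9372 and 9961 present calls on 2 of the 3 MPG arrays and more on the other, and its text gives a smaller number of genes expressed in MPGs than on any of these arrays. The paper states a fixed mass of total RNA for labelling, so these signals do not measure messenger RNA per grain. A lower share of messenger RNA in the total RNA of mature pollen stays open, because it was not tested.

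MPGs and GPGs have nearly the same profile on the linear scale (r = 0.987), less so on log2 signals (0.925) and by rank (0.802, against 0.859 for UNMs with BCP). A few very bright probe sets are not the whole reason, because r was 0.980 without the 100 brightest. The limma calls between MPGs and GPGs were 0.197 of those between TCP and MPGs, a share that cannot be told apart from one set by the lower log2 agreement of these replicates. A real likeness of the 2 stages stays open.

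RTS, a gene of the tapetum, had a mean of 12695.3 in UNMs, and the paper does not discuss these anther wall genes. Over 9 matched tapetum and exine genes the median log2 ratio of UNMs to the highest sporophytic mean was 1.69, with 3 genes above 3 and 4 below 1. Anther wall RNA in the preparation and transcription in the microspores cannot be told apart on these arrays, because no anther wall sample is among them. The paper states a purity of about 95% for UNMs.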

How the results depend on the processing

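The scaling to hybridisation and poly-A controls, the floor of 200, the families by RefSeq name and the correlations with control probe sets were chosen after the data had been examined. All other alternatives were set before. The 3 arrays per tissue limit every test, and the higher median signal on the MPG and GPG arrays, of untested cause, limits what can be said of dim transcripts there. Among counts, lists and correlations 281 values stayed on their side, 97 moved and 2 became weaker under the alternatives set before. These numbers were 54, 35 and 1 under those chosen after and 1918, 23 and 3 when a replicate was left out. Of the 72 printed genes none changed call when a replicate was left out, and their values stayed in place in 357 cases under the offsets, quantile normalization, same median and block, with 3 calls lost, and in 132 under hybridisation and poly-A controls, with 11 lost and 1 sign turned. Ribosomal protein scaling and fits of only the groups compared are not in this tally, and the latter left no call for GPG against MPG. Over all 1542 calls on genes given by the naming rule the offset of 200 lost 318, quantile normalization 142 (and turned 5), the same median 234, ribosomal protein scaling 319 (turned 50), hybridisation control scaling 349 (turned 59) and poly-A scaling 472 (turned 56). A left-out replicate turned none of these calls but lost up to 71 of 1534 (without MPG replicate 2). For GPG against MPG alone it lost up to 50 of 175 (without GPG replicate 2), so the 72 printed genes are steadier than the rest. The cause was not tested for any value below, apart from alternatives that by construction use fewer arrays or fewer probe sets.

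Counts of limma calls were 6809 (BCP against UNM), 11012 (TCP against BCP), 18493 (MPG against TCP), 3651 (GPG against MPG) and 19721 (pollen against sporophytic). Ribosomal protein scaling gave 4266 for BCP against UNM and 24429 for GPG against MPG. Poly-A scaling gave 3223 for BCP against UNM, 11054 for MPG against TCP and 3 for GPG against MPG, and turned HAP2A from 1.86 to −0.19. Hybridisation control scaling gave 226 and the same median 1073 for GPG against MPG. An offset of 200 gave 7127 for TCP against BCP, 9410 for MPG against TCP, 1134 for GPG against MPG and 11778 for pollen. An offset of 1 gave 1823 for GPG against MPG and 29796 for pollen. A signal of 500 in 3 arrays gave 11802 for MPG against TCP and 2389 for GPG against MPG. Using only the groups compared gave 12285 and 0 for these pairs, with fewer arrays for the spread. Without a fold limit pollen had 36710. The median log2 change of all probe sets moved by over 0.1 with ribosomal protein scaling (0.12, 0.73, 0.85, 1.02 and 0.20 for the 5 comparisons, against −0.01, 0.14, 0.55, −0.04 and 0.39). It did so for BCP against UNM (−0.14), TCP against BCP (−0.20), MPG against TCP (−0.50) and pollen (−0.81) with hybridisation controls. Poly-A scaling gave −0.16 for TCP against BCP, −0.56 for MPG against TCP, 0.10 for GPG against MPG and 0.20 for pollen, quantile normalization 0.01, 0.08 and 0.14 for TCP against BCP, MPG against TCP and pollen, and the same median −0.09, −0.09 and −0.17.

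With the replicate number as a block the counts were 6840, 11083, 18599, 3813 and 19722. Deviations of arrays with the same number had a mean correlation of 0.0367, over 0.1 in 7 of 84 pairs, against −0.0184 and 1 of 168 for different numbers, and 17 of 24 arrays correlated best with their own number. Since not every pair is over 0.1 the numbers were not taken as pairs, and a shared origin of some arrays stays open. The block changed no printed call.

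Stage-enriched numbers were 660 (UNM), 174 (BCP), 246 (TCP), 538 (MPG) and 587 (GPG). The group mean in place of single arrays gave 290 in BCP, 394 in TCP, 2044 in MPG and 2009 in GPG, and Z on log2 signals 228 in UNM, 9 in BCP and 38 in TCP. Quantile normalization gave 332 in MPG, the same median 97 and 188 in MPG and GPG, and hybridisation control scaling 15 and 10. Leaving out replicates gave 538 to 1138 in MPG and 587 to 1322 in GPG.

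Relaxed downregulated numbers were 15, 14, 35, 49 and 120 from UNM to GPG. They became 143, 136, 185, 180 and 528 with Z on log2 signals, 138, 92, 140, 131 and 454 with limma against each other group, and 35, 24, 78, 151 and 264 with the group mean. From BCP to GPG they were 5, 14, 21 and 49 with signals under 100 set to 100 and 9, 23, 27 and 53 with the mean in place of the median. Quantile normalization gave 19 in TCP and 143 in MPG, the same median 12 in TCP, and hybridisation control scaling 8, 1 and 30 in BCP, TCP and MPG. Leaving out replicates gave 15 to 26 in UNM, 9 to 20 in BCP, 23 to 94 in MPG and 75 to 206 in GPG. The strict total of 3 was 116 with Z on log2 signals, 0 with the same median, 0 with hybridisation control scaling, and 2 to 5 with replicates left out.

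The pollen-preferential number, 25110, was 12854 at the same median, 5343 with hybridisation control scaling and 10968 with signals under 200 set to 200. Probe sets at 200 or more numbered 16001 in MPG and 15219 in GPG, against 9816 in MPG at the same median, 5876 and 5973 with hybridisation control scaling, and 8461 and 8497 at a limit of 500.

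The number of pollen-preferential probe sets with their highest mean in MPG or GPG, 20129, was 11863 after quantile normalization, 7049 at the same median, 1002 with hybridisation control scaling and 13166 with a highest mean of at least 200. Quantile normalization gave SET 8 (from 5), F-box 5 (from 8), receptor kinases 7 (from 15) and NB-ARC 5 (from 8). The same median gave C3H 10 (from 16), SET 3, SNF2 3 (from 9), receptor kinases 8 and NB-ARC 2. A highest mean of at least 200 gave cluster c2 82 (from 127), bHLH 29 (from 44), NAC 27 (from 42), SET 2, ethylene 13 (from 22), jasmonate 4 (from 9), receptor kinases 6 and NB-ARC 5. Hybridisation control scaling gave all transcription factors 185 (from 577), c0 45 (from 170), c1 91 (from 279), c2 49, AP2-EREBP 25 (from 53), bHLH 19, NAC 11, Dof 4 (from 12), C3H 4, SET 2, SNF2 0, auxin 13 (from 60), ethylene 8, jasmonate 3, cytokinin 3 (from 8), F-box 1, receptor kinases 0, calcium kinases 5 (from 9) and NB-ARC 0.

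The list of cell cycle genes in TCP against BCP, with a limma camera adjusted p of 0.043, had 0.054 with an offset of 200, 0.073 with quantile normalization, and 0.035 to 0.082 with replicates left out. Calcium kinases in pollen went from 9.7e-04 to 0.067 with hybridisation control scaling. Counts within lists also moved with scaling. For GPG against MPG the 7 falls of actin probe sets were 3 at the same median, 1 with hybridisation controls and none with poly-A controls, and the 6 of starch 3, 2 and none. For MPG against TCP the 8 falls of initiation factors were 5 after quantile normalization and 4 with ribosomal protein signals, and the 12 of proteasome subunits and ubiquitin ligases 7 with ribosomal protein signals and 23 with hybridisation controls. In pollen the 18 lower cellulose synthase probe sets were 28 and the 14 lower heat shock factors 23 with hybridisation controls.

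Correlations of mean signals, in the order callus with UNM, BCP and GPG, UNM with BCP and TCP, TCP with MPG (0.772) and MPG with GPG, were 0.791, 0.728, 0.383, 0.915, 0.735, 0.819 and 0.925 on log2 signals and 0.772, 0.714, 0.431, 0.859, 0.738, 0.745 and 0.802 by rank. Without the 100 brightest probe sets callus with BCP had 0.599, UNM with BCP 0.835, UNM with TCP 0.421, TCP with MPG 0.680 and MPG with GPG 0.980. Callus with GPG had 0.094 with the filter at 100 and 0.119 with the control probe sets. The 40 qRT-PCR genes with r above 0.834 became 15 with log2 of both series.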

Differences from the paper's values

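At the strict limits for stage-downregulated probe sets the paper gives 1 in UNMs, 1 in BCP and 1 in MPGs, and the signals gave 0, 0 and 0. Of the alternatives set before the data were examined, UNMs reach 1 with the highest or lowest group mean, BCP reach 1 without GPG replicate 1 and MPGs reach 1 with quantile normalization, and no other alternative gives the paper's value at these stages.

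At the relaxed limits the paper gives 70 in UNMs, 52 in BCP, 143 in TCP, 429 in MPGs and 530 in GPGs. The values here are 15, 14, 35, 49 and 120, with the ratio taken to the lowest of the 21 other arrays, an assumption because the paper does not state it. Of the alternatives set before the data were examined, Z on log2 signals (185 in TCP, 528 in GPGs) and limma against each other group (140 in TCP, 454 in GPGs) come within a factor of 1.5 of the paper's values for TCP and GPGs. None do for UNMs, BCP and MPGs, where these 2 alternatives give 143, 136 and 180 or 138, 92 and 131, and no left-out replicate does at any stage.

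Between mean signals more pairs differ from the paper's r beyond rounding than are listed here, UNMs with TCP among them. The paper gives r of 0.72 for callus with UNMs (0.7115 here), 0.11 for callus with MPGs (0.099), 0.12 for callus with GPGs (0.1025), 0.13 for UNMs with MPGs (0.1159), 0.13 for UNMs with GPGs (0.1139), 0.31 for BCP with MPGs (0.2919) and 0.30 for BCP with GPGs (0.2794). Of the alternatives set before the data were examined none reaches these, except that 1 left-out replicate does so for callus with UNMs. Including the 123 control probe sets of the array, an alternative chosen after seeing the values, puts 14 of the 15 pairs of Additional file 3 within rounding, against 2 without them, and TCP with MPGs stays outside.

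The paper has every replicate correlation above a limit of 0.93 while here 22 of 24 pairs exceed that limit and 2 root pairs do not (0.928 and 0.929). By the number of probe sets with signals of 200 or more in all arrays, a measure other than the paper's detection calls, the large decrease the paper describes is not seen (16230 in UNMs and 16001 in MPGs). The number is lower in MPGs with the limit at 500 (11394 and 8461) and with every array at the same median (17217 and 9816), both set before the data were examined, and with hybridisation control scaling, chosen after seeing the values (18901 and 5876). Measures that do not depend on scaling go the paper's way. The effective number of transcripts was 9926 in UNMs and 3298 in MPGs, and the share of the 100 brightest 6.66% and 19.6%.

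The paper has SET and HMG genes mainly early. Over the 20 SET probe sets 6 peaked in UNMs, 9 in BCP or TCP and 5 later, and 2 of the 4 HMG probe sets belong to the early cluster of Additional file 7a.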

Other observations

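The scaling alternatives named here by hybridisation or poly-A controls and the choice of gene families came after the data had been examined, as did the splits by whole tissues, and the splits of single arrays were planned before.

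Genes of protein synthesis fell in 2 steps. From BCP to TCP 32 of 45 ribosomal protein probe sets fell (limma camera adjusted p = 1.0e-13, and 0.036 with an estimated correlation), RPL9 by log2 2.17 (SE 0.26, limma adjusted p = 9.4e-07; 4685 ± 708 in TCP and 21102 ± 814 in BCP, mean ± SD, n = 3 each) and RPL11 by 2.13 (SE 0.20). With scaling to 5 other ribosomal protein probe sets 1 fell and 7 rose in this step. That scaling takes out only what is shared with those 5. From TCP to MPGs 31 fell and 1 rose (limma camera adjusted p = 8.4e-20, and 0.018 with an estimated correlation), RPS10-1 by 3.71 (SE 0.25; 282 ± 133 against 4083 ± 687) and RPL39B by 3.41 (SE 0.22). This family includes 4 SDH2-1/rps14, 2 thioredoxin h and 2 phloem protein probe sets. Of 11 translation initiation factors 7 fell in the first step (limma camera adjusted p = 0.0014, adjusted p = 0.072 with an estimated correlation, 2 rose with ribosomal protein scaling) and 8 in the second (3.6e-06 and 0.020), with eIF3k down by 1.74 (SE 0.23) and eIF-4A-3 by 2.23 (SE 0.19). Of 27 probe sets for proteasome subunits and ubiquitin ligases, 11 of them proteasome subunits and 8 SnRK1 kinases, 11 fell and 2 rose in the first step (limma camera adjusted p = 0.0041, adjusted p = 0.072 with an estimated correlation, 6 rose with ribosomal protein scaling). In the second 12 fell and 1 rose (3.1e-06 and 0.018), and against sporophytic tissues 16 were lower and 1 higher (1.6e-05 and 0.018). RPN7 fell by 2.07 (SE 0.24) in the first step and RPN-II, a name also used for ribophorin II of protein glycosylation, by 2.95 (SE 0.28) in the second.

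Of 21 starch probe sets, 5 for Waxy and 8 for the branching enzyme SBE1, 6 rose and 1 fell from UNMs to BCP (limma camera adjusted p = 6.6e-05, adjusted p = 0.068 with an estimated correlation), Waxy by log2 4.49 (SE 0.35; 15368 ± 2184 against 648 ± 177). Over all pollen stages 12 were higher than in sporophytic tissues and 2 lower (0.0045, adjusted p = 0.17 with an estimated correlation, 6 and 2 at the same median, 5 and 3 with hybridisation control scaling), with another Waxy probe set higher by 5.36 (SE 0.13), and that probe set fell from MPGs to GPGs by 1.92 (SE 0.26; 556 ± 139 against 2217 ± 304). Lower in pollen were 12 of 16 metallothionein probe sets, with 3 higher (limma camera adjusted p = 2.7e-04, and 0.026 with an estimated correlation, ERR26 −6.23, SE 0.18), and 18 of 37 for cellulose synthases and their relatives, with 2 higher (0.0022 and 0.018). In that family CESA5 was lower by 3.33 (SE 0.19) and CSLD5 higher by 5.43 (SE 0.13). The 7 WRKY probe sets with a RefSeq name (0.0010, adjusted p = 0.15 with an estimated correlation) and 14 of 28 heat shock factor probe sets (2.7e-04, adjusted p = 0.066) were lower too. None of these 7 is pollen-preferential, and another 14 WRKY probe sets were left out because they come from the paper's tables of pollen-preferential transcripts.

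Other divisions of the same arrays were compared with the real groups. Pollen against sporophytic tissues gave 17984 calls in a fit of 2 groups, and the highest of the other splits among 100 gave 4275, so 1 of 100 reached the real value. Those splits take single arrays and part the replicates of a tissue. With whole tissues as units 2 of the 56 splits into 5 and 3 tissues reached the real value, the real one and UNM, BCP, callus, leaf and root against TCP, MPG and GPG (22870 calls), a share under 0.05. These counts cannot exclude chance, because the splits of single arrays part replicates and the real split of whole tissues is not the largest. For each neighbouring pair of stages only 10 splits exist, too few for a share under 0.05, and 1 of 10 reached the real value: 6809 calls for BCP against UNM (highest other 0), 11012 for TCP against BCP (2), 18493 for MPG against TCP (907) and 3651 for GPG against MPG (2153).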
